# Transient inhibition of MEK/ERK and WNT pathways enhances direct differentiation of primed hPSCs into functional trophoblast stem cells

**DOI:** 10.1186/s13619-025-00261-x

**Published:** 2026-01-20

**Authors:** Qifan Jiang, Ping Liu, Chunlin Chen

**Keywords:** Human pluripotent stem cells, Human trophoblast stem cells, Placenta, Differentiation, Signaling

## Abstract

The placenta plays a pivotal role in human pregnancy, yet research into placental development has been hindered by limited access to early-stage embryos and ethical constraints. Although human trophoblast stem cells (hTSCs) have been established from blastocysts, deriving these cells efficiently from primed human pluripotent stem cells (hPSCs) remains challenging. Here, we developed a simplified and efficient strategy that enables direct, efficient conversion of primed hPSCs into stable, self-renewing hTSCs by transiently inhibiting the MEK/ERK signaling pathway using the inhibitor PD0325901 in a simplified basal medium. This approach significantly enhanced the generation of trophoblast cells expressing the critical trophoblast marker GATA3 and led to the establishment of homogeneous hTSC lines with robust capacities to differentiate into functional extravillous trophoblast (EVT) and syncytiotrophoblast (STB) lineages. Transcriptomic and chromatin accessibility analyses confirmed that these hTSCs closely resembled blastocyst-derived trophoblast cells and clearly differed from amnion lineages, confirming authentic trophoblast identity distinct from amnion. Additionally, precise modulation of WNT signaling activity was essential for optimal trophoblast induction efficiency, highlighting the importance of signaling equilibrium in trophoblast differentiation. Collectively, our optimized protocol offers an accessible and reproducible platform for modeling early placental development and understanding the pathogenesis of trophoblast-associated disorders in vitro.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-025-00261-x.

## Background

The placenta is a vital organ that facilitates maternal–fetal interactions in mammals, playing a crucial role in ensuring normal pregnancy progression by transporting nutrients, exchanging oxygen, secreting hormones, and providing immune protection (Lewis et al. 2012; Turco and Moffett 2019). Among the key cellular components of the placenta, trophoblast cells are of particular significance. These cells originate from the trophectoderm (TE) of the blastocyst, the outermost layer of the pre-implantation embryo, and serve as progenitors of all trophoblast lineages within the placenta (James et al. 2012). Abnormal development of trophoblast cells is closely associated with a range of pregnancy complications, including miscarriage, preeclampsia, fetal growth restriction, and placenta accreta, highlighting the importance of understanding their developmental mechanisms (Burton and Jauniaux 2017; Romero et al. 2011). Despite the importance of trophoblast cells in pregnancy, research on their development and function has been hindered by limited access to early human embryos and ethical restrictions, preventing a comprehensive understanding of placental development and associated pathologies.

To overcome these limitations, stem cell models have become indispensable for investigating early human developmental processes. In 2018, Okae et al. successfully established human trophoblast stem cells (hTSCs) from early placental tissue and blastocysts using a specialized culture system containing TGF-β pathway inhibitors and WNT pathway activators (Okae et al. 2018). This breakthrough enabled researchers to study trophoblast biology without reliance on embryonic material. Building on this, several groups have developed in vitro culture conditions to derive self-renewing hTSCs, thereby facilitating detailed studies of trophoblast development (Dong et al. 2020; Dong and Theunissen 2022; Guo et al. 2021; Io et al. 2021). Notably, naïve human primed pluripotent stem cells (hPSCs), which represent an earlier developmental state, can be efficiently converted into hTSCs using the SAVECY medium (containing SB431542, A83-01, valproic acid, epidermal growth factor, CHIR99021, and Y-27632), with molecular and transcriptomic analysis confirming their equivalence to blastocyst-derived hTSCs (Karvas et al. 2022). In contrast, primed hPSCs, which are more developmentally advanced, require reversion to a naïve state using transgene-free culture systems such as 5i/L/A or t2i/L/Gö before they can be differentiated into hTSCs. However, this reversion process is time-consuming and costly, prompting researchers to explore whether primed hPSCs can be directly converted into hTSCs without transitioning through the naive state (Gafni et al. 2013; Liu et al. 2017).

The feasibility of directly deriving hTSCs from primed hPSCs remains controversial. Primed hPSCs exhibit transcriptomic similarities to the late post-implantation epiblast, a developmental stage at which the TE and epiblast (EPI) lineages have already diverged (Liu et al. 2018). Additionally, primed hPSCs display significantly higher DNA methylation levels than naive hPSCs, raising concerns about epigenetic barriers to direct trophoblast differentiation (Smith et al. 2014). Previous studies have shown that exposing primed hPSCs to TSC-inducing conditions results in differentiation toward neural ectodermal rather than trophoblast lineages (Dong et al. 2020). Nevertheless, our group previously observed that applying the SAVECY medium to primed hPSCs allowed the emergence of small hTSC-like clones, which could be expanded into stable hTSC lines through clone selection (Wei et al. 2021). However, the efficiency of this approach was extremely low, highlighting the need for optimized methods to enhance TSC induction.

Given these challenges, the present study aimed to establish a more efficient method for deriving hTSCs from primed hPSCs by investigating the role of MEK/ERK pathway inhibition in trophoblast induction. The MEK/ERK pathway is known to influence lineage specification and self-renewal in various developmental contexts (Deathridge et al. 2019; Yu et al. 2018), but its role in overcoming the epigenetic constraints of primed hPSCs for trophoblast conversion remains unclear. Additionally, while WNT signaling plays a critical role in trophoblast differentiation, the precise balance of WNT pathway activity necessary for optimal hTSC induction has not been well defined. To address these gaps, we systematically examined the effects of MEK/ERK inhibition and WNT pathway modulation on hTSC derivation efficiency. By refining the culture conditions for trophoblast induction, this study provides a simplified and robust strategy for generating hTSCs from primed hPSCs, offering a valuable in vitro model for investigating trophoblast development and pregnancy-related disorders.

## Results

### Transient inhibition of MEK/ERK signaling enhances trophoblast induction from primed hPSCs

We first investigated the role of MEK/ERK signaling inhibition in improving the efficiency of TSC derivation from hPSCs. Cells were treated with the selective MEK/ERK inhibitor PD0325901 (TPD medium) in combination with SAVECY medium, a known TSC-supporting formulation (Fig. 1A). Compared to the TS group, cells in the TPD medium showed increased emergence and expansion of hTSC-like colonies (Fig. 1B). Analysis of medium composition indicated that the fundamental difference between hESC and SAVECY media was primarily related to fibroblast growth factor (FGF) signaling (Fig. 1C). Flow cytometry analysis revealed a significant increase in GATA3-positive cells upon MEK/ERK inhibition (39.5% in TPD at day 10 versus 6.03% in the TS group) (Fig. 1D). Notably, using a simplified basal medium supplemented only with Y-27632 and PD0325901 (YP medium) yielded an even higher proportion of GATA3-positive cells (78.3%) (Fig. 1E). However, cells in the YP group showed a reduced proliferation rate after Day 3 (Fig. 1F), likely reflecting MEK/ERK inhibition’s known role in cell growth regulation, particularly its downstream effects on FGF, EGF, and platelet-derived growth factor (PDGF) signaling. To identify the optimal treatment window, we induced H1 ESCs with YP culture medium for 1–4 days and then maintained the cells in the TS medium (Fig. 1G). Quantitative PCR analysis showed increased GATA3 expression over time, peaking at Day 4 (Fig. 1H). By observing cell morphological changes and detecting TSCs-related marker genes, we found that the MEK/ERK pathway inhibitor treatment for 3 days was an ideal selection for TSCs differentiation. The shorter induction time led to an apparent increase in GATA3-negative cells, while the longer inhibition time did not significantly increase the rate of GATA3-positive cells, and the proliferation of cells was significantly slowed down (Fig. 1I). When using only 1 day of YP medium, apparent cell mixing was visible. In contrast, the cells that were cultivated for 2 days or more in the YP medium transformed into relatively uniform flat epithelial-like cells (Fig. S1A). These findings demonstrate that transient MEK/ERK inhibition significantly enhances TSC induction from primed hPSCs, with a 3-day window providing the optimal balance between induction efficiency and cell viability.

**Fig. 1:**
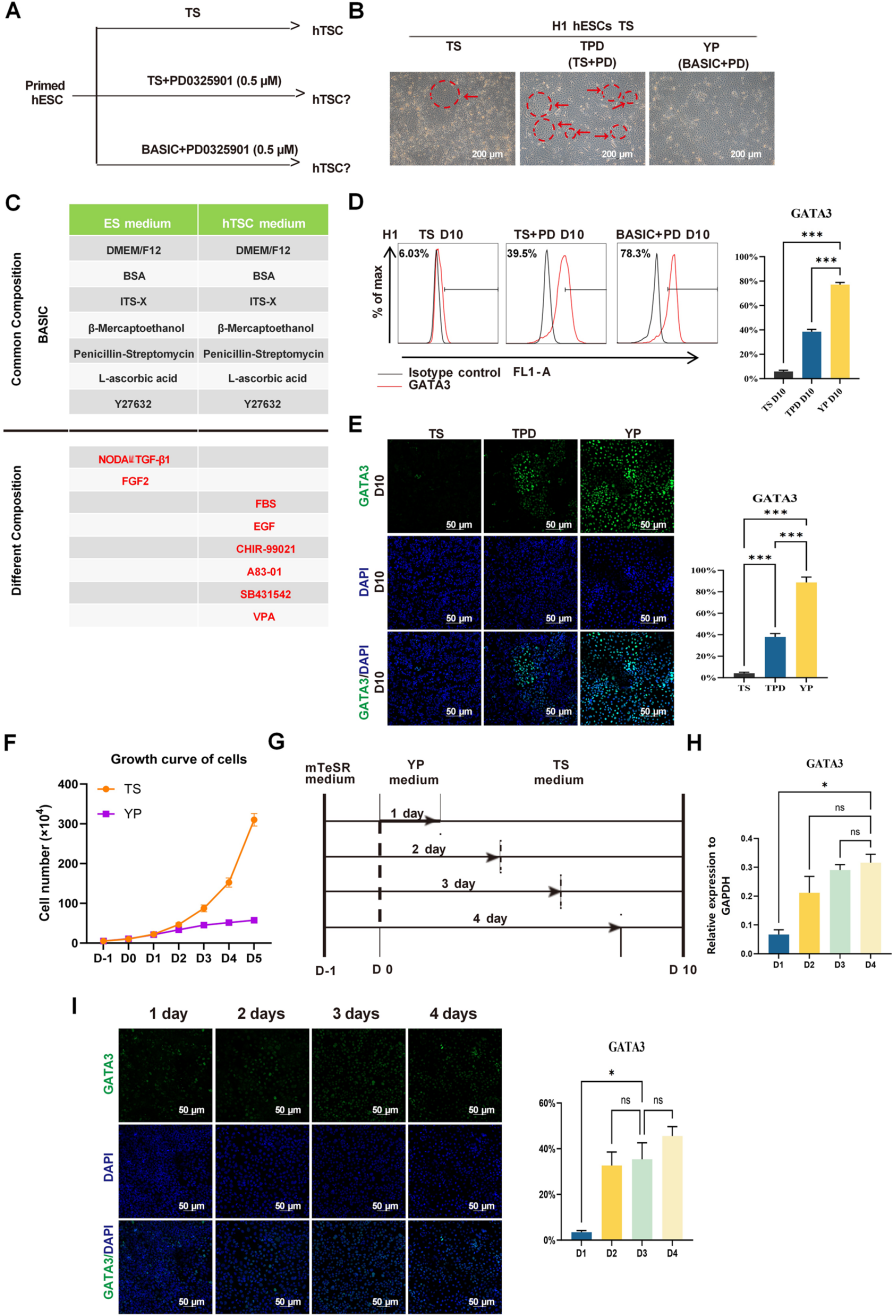
Transient MEK/ERK inhibition enhances trophoblast induction from primed hPSCs. **A**. Schematic of the induction strategies using TS, TS + PD0325901 (TPD), and a simplified YP (Y-27632 + PD0325901) medium to derive hTSCs from primed hPSCs. **B**. Representative morphology of H1 hESC-derived cells cultured under TS, TPD, and YP conditions at Day 10. Scale bar: 200 μm. The arrows indicated hTSC-like clones. **C**. Comparative overview of the major signaling components in hESC and hTSC media formulations. **D**. Flow cytometry analysis of GATA3⁺ cell populations in TS-, TPD-, and YP-treated cultures at Day 10. **E**. Immunofluorescence staining for GATA3 in hTSCs on Day 10 under TS, TPD, and YP conditions. Scale bar: 50 μm. Error bars represent mean ± SD from three biological replicates. **F**. Growth curves of cells under TS and YP conditions, showing proliferation rates. Error bars indicate mean ± SD from three replicates. **G**. Schematic of time-course experiments with variable YP exposure (1–4 days), followed by culture in TS medium. **H**. RT-qPCR analysis of GATA3 expression after different durations of YP treatment. ns, non-significant. *P Error bars represent mean ± SD (*n* = 3). **I**. Immunostaining for GATA3 at different YP exposure durations. Optimal expression and morphology were observed at 1-4 days. Scale bar: 50 μm

### Transient inhibition of the MEK/ERK pathway enhances the efficacy of primed hPSC-derived TSC-like cells

Having identified 3-day MEK/ERK inhibition (YP condition) as optimal for GATA3 induction, we next compared this strategy to standard TS and TPD conditions to assess the overall efficacy in establishing TSC-like cells (Fig. 2A). The morphological assessment showed well-defined hTSC-like colonies in the TPD condition, while the YP group consistently produced a uniform epithelial morphology characteristic of bona fide hTSCs (Fig. 2B). Immunofluorescence staining confirmed the highest proportion and intensity of GATA3^+^ cells in the YP group over time (Fig. 2C-E). Consistently, flow cytometric analysis indicated earlier and substantially higher GATA3^+^ induction efficiency in the YP group (82.3% at Day 10) compared to the TS and TPD groups (Fig. 2F).

**Fig. 2:**
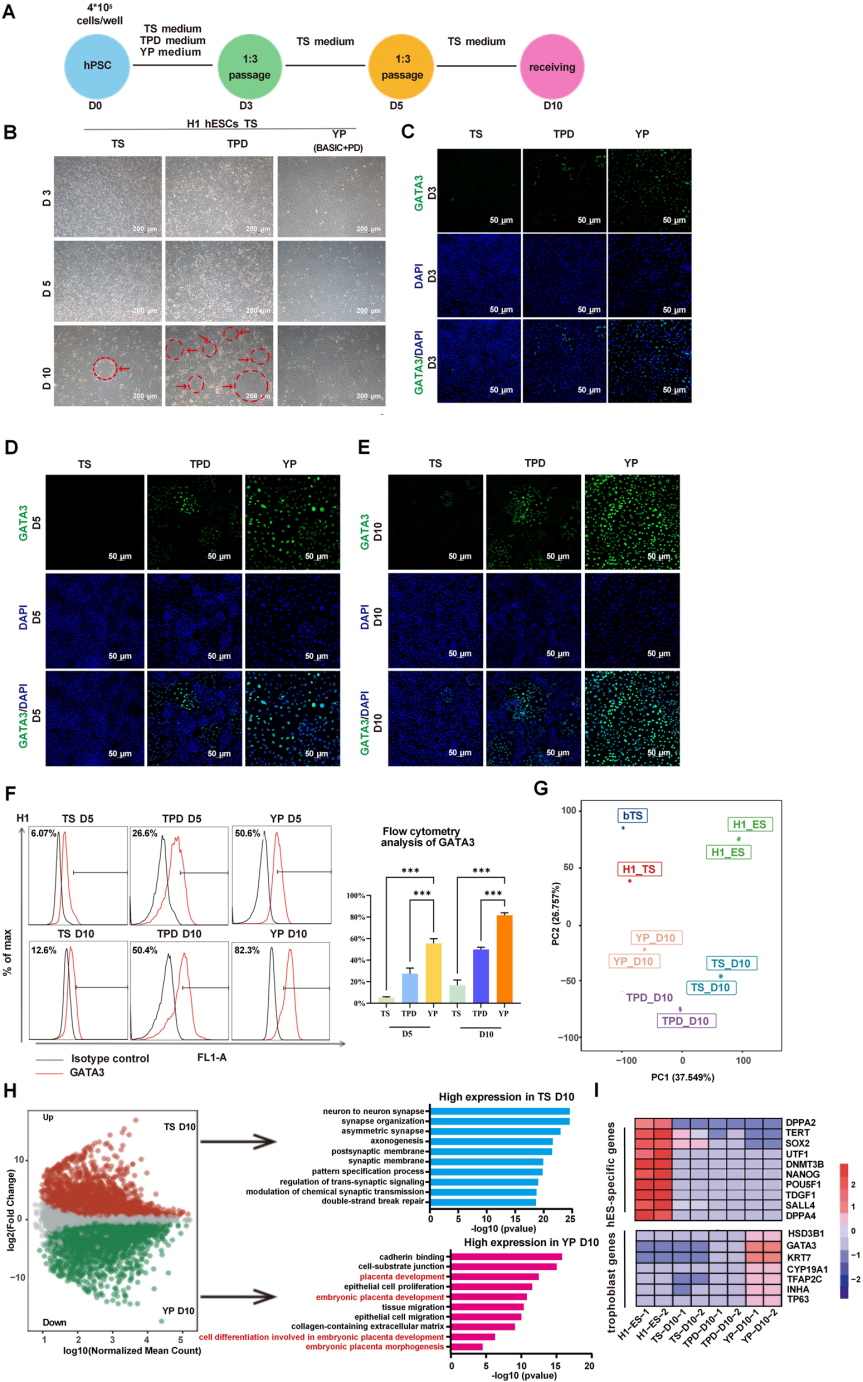
YP treatment efficiently induces hTSCs with trophoblast identity. **A**. Overview of the differentiation strategy comparing TS, TPD, and YP conditions on different days. **B**. Cell morphology on Days 3, 5, and 10 under each condition. YP-treated cells show uniform epithelial morphology (*n* = 5). Scale bar: 200 μm. **C**-**E**. Immunostaining of GATA3 on Days 3, 5, and 10. YP-treated cells show consistently strong GATA3 expression (*n* = 5). The arrows indicated hTSC-like clones. Scale bar: 50 μm. Error bars represent mean ± SD from three independent experiments. **F**. Flow cytometry analysis of GATA3⁺ cells on Day 10 under each condition (*n* = 5). ***P < 0.001. **G**. PCA plot based on RNA-seq of Day 10 cells, comparing them to H1 hESCs, blastocyst-derived TSCs, and other controls. **H**. Left: Volcano plot showing differentially expressed genes between YP and TS Day 10 cells. Right: GO term enrichment for upregulated genes in each condition. **I**. Heatmap of selected trophoblast and pluripotency-associated genes, showing elevated trophoblast markers in YP-derived cells

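H1 hESCs (H1-ES) and cells on Day 10 of induction in the TS, TPD and YP groups were compared from the deposited RNA-seq counts, with 2 libraries per group. For the first 3 days TS cells were kept in TS medium, which holds 50 ng/ml EGF and 2 μM CHIR99021, a GSK3 inhibitor that activates WNT signaling, with A83-01, SB431542, valproic acid, FBS, ascorbic acid and Y-27632. TPD cells had the same medium with 0.5 μM PD0325901, a MEK inhibitor. YP cells had a basal medium with only 5 μM Y-27632, a ROCK inhibitor, and 0.5 μM PD0325901, so they lacked all the other factors named. According to the methods, all 3 groups were then in TS medium, which holds no PD0325901, until harvest. The library kit does not keep the strand, so reads over genes that overlap on opposite strands cannot be assigned to either with certainty. According to the methods, adapters were trimmed with BBDuk, reads were aligned to GRCh38 (hg38) with RSEM and Bowtie2 and counted per gene with HTSeq-count, and EDASeq normalization was applied. The deposited values are whole-number counts for 78932 gene IDs with no normalization, at 15498885 to 17840904 counts per library in these 4 groups. Counts were normalized by TMM and are given as CPM, the counts scaled to a common library size. Groups were compared by edgeR's quasi-likelihood test, fitted over all 14 libraries of the study for the 15538 genes with a mean count of at least 20. A gene was called changed at an adjusted p under 0.01 with a log2 fold change beyond 0.1 in either direction, the paper's thresholds applied to adjusted p. A group with 0 counts was set at the 3 counts per library that a count of 0 allows, which gives the lower bounds written as at least so many fold, for counting error only. Gene groups were tested as 26 lists fixed before the data were examined, by camera with a preset correlation between genes of 0.01 and again with an estimated correlation. Counts of list members refer to calls over all genes, and the count adjusted over the list alone is given where it differs. They cover members with enough counts to test, such as 17 of 23 syncytiotrophoblast genes and 16 of 24 genes of neural progenitors and neurons. A member near 0 in some groups passed the filter only where others transcribed it. Such lists are in part selected by the change, which camera does not account for. The 2 libraries of a group differed by more than sampling noise, with a chi-square per degree of freedom of 2.94 in TS D10, 3.54 in YP D10, 8.64 in H1-ES and 8.71 in TPD D10. Reads of gene families with nearly identical members, such as CGB, PSG and HLA genes, can be assigned to the wrong member.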

To evaluate the transcriptional similarity of induced cells to primary trophoblasts, we performed RNA sequencing on Day 10 samples. 

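Along the first principal component of the H1-ES and Day 10 libraries, TS D10 lay nearest to H1-ES, and TPD D10 lay between TS D10 and YP D10. This component held 54.1% of the variance. With the mean of H1-ES set to 0 and that of YP D10 to 100, TS D10 lay at 26.7 ± 0.123 (SD, n = 2) and TPD D10 at 64.1 ± 0.187. The second component held 33.5% and parted TS D10 and TPD D10, both induced in TS medium, without or with PD0325901, from YP D10 and H1-ES. Its mean score was 91 ± 0.266 in TS D10, 57.3 ± 4.03 in TPD D10, -60.9 ± 0.711 in YP D10 and -87.4 ± 2.23 in H1-ES. The groups were also compared with TS-YP cells, the line expanded from YP-induced cells. This descent favours YP D10, so the correlations rank likeness to that line and not to trophoblast in general. Over 15538 genes, Spearman's rho with the mean TS-YP profile was 0.886 ± 0.0013 for YP D10, 0.779 ± 0.0007 for TPD D10, 0.671 ± 0.0018 for TS D10 and 0.634 ± 0.009 for H1-ES. The gap between YP D10 and TPD D10 was 0.107. The components were computed on log2 CPM with a prior count of 2, without scaling of the genes. Genes are not independent replicates, so no p is given for rho. The libraries of TS-YP belong to another series than those of H1-ES and the Day 10 groups. The blastocyst-derived cells and other controls of Fig. 2G were not analysed. 

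**Figure D1:**
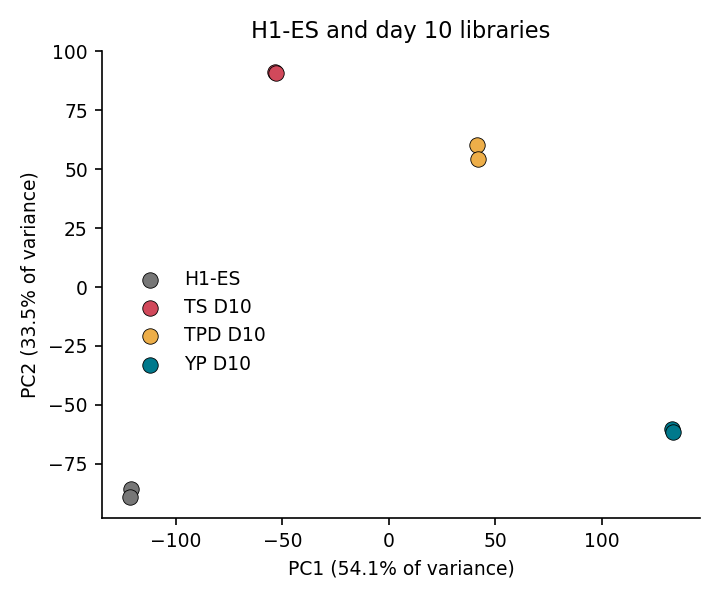
First 2 principal components (54.1% and 33.5% of the variance, log2 CPM, arbitrary units) of the H1-ES, TS D10, TPD D10 and YP D10 libraries, each point a library. On the horizontal axis TPD D10 sits between TS D10 and YP D10, and the libraries of each group lie close together.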

Principal component analysis and hierarchical clustering revealed that the YP group closely resembled primary trophoblast cells, whereas the TS group was transcriptionally divergent (Fig. 2G). Additionally, the TS, TPD, and especially YP group exhibited significantly low or absent expression of marker genes for the three germ layers, including PAX6/SOX1 (ectoderm), CD31/MYB1 (mesoderm), and SOX17/FOXA2 (endoderm), suggesting the specific differentiation under YP treatment (Fig. S2D). Gene ontology analysis of upregulated transcripts in the YP group highlighted enrichment for placenta-associated pathways, while the TS group showed neural lineage enrichment (Fig. 2H). 

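Of the 33 placenta development genes measured, 29 were higher in YP D10 than in TS D10 and 2 were lower (camera adjusted p = 3.68e-12 and 0.0349 with an estimated correlation). EPAS1, a hypoxia-inducible transcription factor needed in the placenta, lies on chromosome 2 of GRCh38 from 46293667 to 46386697. It was at 5684 ± 107 CPM (SD, n = 2) in YP D10 and 8.88 ± 0.175 CPM in TS D10 (log2 fold change 9.32, standard error 0.19, adjusted p = 9.82e-17). GCM1, the transcription factor that drives trophoblast fusion, lies on chromosome 6 from 53126961 to 53148841 and was at 37.4 ± 5.38 CPM against 0.179 ± 0.0237 CPM (log2 fold change 7.64, standard error 0.28, adjusted p = 1.29e-13). CGA, the alpha subunit of chorionic gonadotropin, lies on chromosome 6 from 87085498 to 87095106 and was at 546 ± 58.5 CPM in YP D10 and at 0 in TS D10 (at least 3540-fold higher, adjusted p = 1.45e-15). In the syncytiotrophoblast (STB) list 13 of 17 genes were higher and none was lower (14 higher when adjusted over the list alone, camera adjusted p = 1.24e-07 and 0.0321 with an estimated correlation). Of cytotrophoblast and TSC genes, 19 of 22 were higher and 1 was lower (camera adjusted p = 3.92e-08 and 0.0318 with an estimated correlation). Extravillous trophoblast genes moved both ways, with 6 of 11 higher and 3 lower (camera adjusted p = 0.0637 and 0.109 with an estimated correlation). Epithelial junction genes were higher in YP D10 in 25 of 26 cases and lower in none (camera adjusted p = 3.68e-12 and 0.0128 with an estimated correlation). CDH1, encoding E-cadherin, lies on chromosome 16 from 68737292 to 68835537 and was at 971 ± 23.6 CPM against 1.95 ± 0.771 CPM (log2 fold change 8.94, standard error 0.20, adjusted p = 1.89e-16). In a list of amnion genes 13 of 15 were higher and 1 was lower (14 higher when adjusted over the list alone, camera adjusted p = 7.01e-08 and 0.0128 with an estimated correlation). Among them GABRP, a GABA receptor subunit, was at 2549 ± 108 CPM in YP D10 and 0.782 ± 0.345 CPM in TS D10. Genes of neural progenitors and neurons were lower in YP D10 in 9 of 16 cases and higher in 3 (camera adjusted p = 0.0011 and 0.0327 with an estimated correlation). NR2F1, a nuclear receptor of neural development, lies on chromosome 5 from 93583222 to 93594611. It was at 663 ± 19 CPM in TS D10 and 0.151 ± 0.213 CPM in YP D10 (log2 fold change -12.04, standard error 0.30, adjusted p = 1.1e-15). ZIC1, a transcription factor of the dorsal neural tube, was at 270.5 ± 14.4 CPM and 1.04 ± 0.2 CPM, and POU3F2, a neuronal POU factor, at 79.6 ± 1.63 CPM and 0 (at least 444-fold lower). Synapse genes were lower in 16 of 22 cases and higher in 1 (camera adjusted p = 4.54e-05 and 0.0554 with an estimated correlation). Axon guidance genes were lower in 15 of 21 and higher in 4 (16 lower when adjusted over the list alone, camera adjusted p = 0.00145 and 0.0984 with an estimated correlation), with EPHA7, an ephrin receptor, at 323 ± 6.51 CPM in TS D10 and 0.0297 ± 0.042 CPM in YP D10. Cell cycle genes were lower in YP D10 in 24 of 25 cases (camera adjusted p = 1.52e-06 and 0.0318 with an estimated correlation), with the proliferation marker MKI67 at 113 ± 4.46 CPM against 301 ± 8.53 CPM. Double-strand break repair genes were lower in 14 of 26 (15 lower when adjusted over the list alone, camera adjusted p = 0.00135 and 0.0984 with an estimated correlation). Extracellular matrix genes were higher in 15 of 23 cases and lower in 5 (camera adjusted p = 0.00573 and 0.327 with an estimated correlation). Over all genes edgeR called 8481 of 15538, 4351 higher and 4130 lower in YP D10. With upper-quartile scaling the split was 3433 higher and 5465 lower, and with only the groups compared 5457 higher and 5489 lower. The paper concludes that transient MEK/ERK inhibition primes the cells toward a trophoblast-like fate. It draws this from the findings of the section together, which include morphology, GATA3 staining and flow cytometry beside the RNA-seq. 

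**Figure D2:**
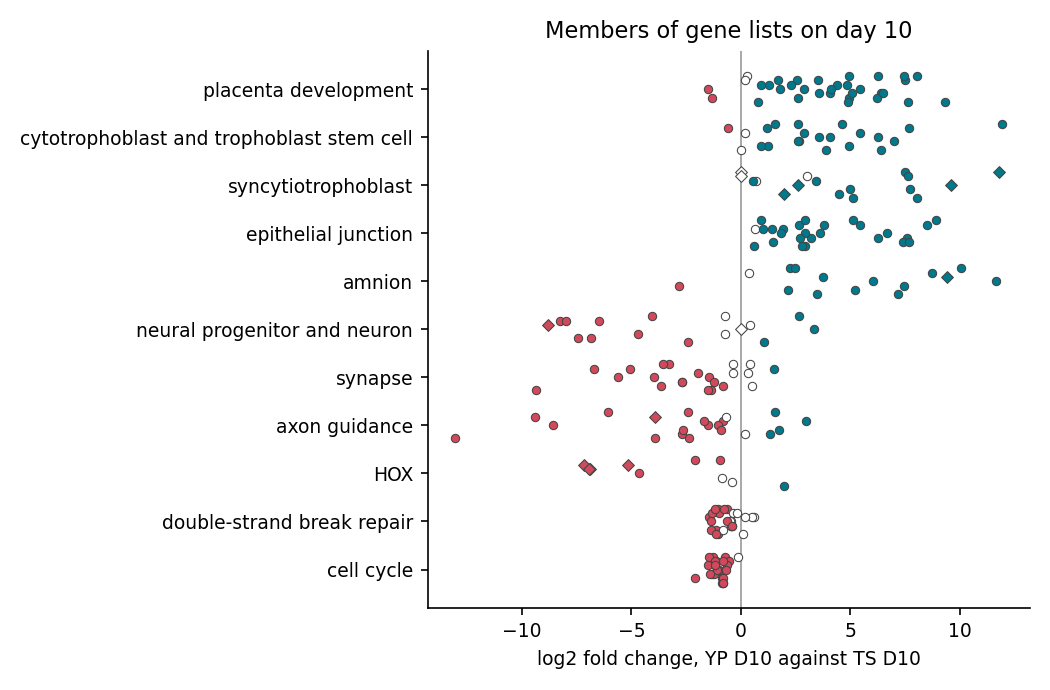
Log2 fold change of YP D10 over TS D10 (horizontal axis) for the members of the gene lists, each point a gene, filled where called and drawn as a diamond at its lower bound where a group is at 0. Most placenta, junction, cytotrophoblast, STB and amnion genes lie to the right of 0, and most synapse, axon guidance and cell cycle genes to the left.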

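POU5F1, which encodes OCT4, lies on chromosome 6 of GRCh38 from 31164337 to 31180731. It was at 1804 ± 21.6 CPM (SD, n = 2) in H1-ES, 0.314 ± 0.167 CPM in TS D10, 0.0876 ± 0.047 CPM in TPD D10 and 0.0598 ± 0.000636 CPM in YP D10. SOX2, which also acts in neural progenitors, lies on chromosome 3 from 181711925 to 181714436 and was at 428 ± 47.9 CPM in H1-ES. It was lower in TS D10, at 155 ± 2.73 CPM (log2 fold change -1.47, standard error 0.19, adjusted p = 2.53e-06), in TPD D10, at 20.5 ± 0.961 CPM (log2 fold change -4.38, standard error 0.21, adjusted p = 5.97e-12), and in YP D10, at 0.416 ± 0.418 CPM (log2 fold change -9.97, standard error 0.32, adjusted p = 1.86e-14). NANOG was at 60.5 ± 2.47 CPM in H1-ES, 0.311 ± 0.0945 CPM in TS D10 and 0.0297 ± 0.042 CPM in YP D10. DNMT3B, a DNA methyltransferase of pluripotent cells, was at 1473 ± 97.6 CPM in H1-ES and 99.9 ± 4.09 CPM in YP D10. Of the 10 pluripotency genes that the study shows, 10 were lower than in H1-ES in TS D10 (camera adjusted p = 2.91e-07 and 0.0178 with an estimated correlation). The same 10 were lower in TPD D10 (camera adjusted p = 2.05e-07 and 0.00647 with an estimated correlation) and in YP D10 (camera adjusted p = 2.54e-07 and 0.00757 with an estimated correlation). Among 12 other pluripotency genes measured, 10 were lower and 1 was higher in TS D10 (camera adjusted p = 3.43e-05 and 0.0181 with an estimated correlation). In TPD D10 12 of them were lower (camera adjusted p = 4.5e-07 and 0.00647 with an estimated correlation), and in YP D10 12 (camera adjusted p = 4.89e-07 and 0.00757 with an estimated correlation). GATA3, a transcription factor of the trophoblast lineage, lies on chromosome 10 from 8045378 to 8075198. It was at 2.27 ± 0.304 CPM in H1-ES, 8.5 ± 0.71 CPM in TS D10, 86.9 ± 8.57 CPM in TPD D10 and 638 ± 32.7 CPM in YP D10 (YP D10 against TPD D10, log2 fold change 2.88, standard error 0.15, adjusted p = 1.06e-11). The cytokeratin gene KRT7 lies on chromosome 12 from 52232520 to 52252186. It was at 2.2 ± 0.825 CPM, 46.1 ± 7.08 CPM and 417 ± 23.3 CPM in the same order of the Day 10 groups (YP D10 against TPD D10, log2 fold change 3.18, standard error 0.17, adjusted p = 2.76e-11). TP63, which maintains proliferative cytotrophoblast, lies on chromosome 3 from 189631389 to 189897276 and was at 0.105 ± 0.08 CPM, 6.7 ± 0.676 CPM and 24.6 ± 1.57 CPM (the same comparison, log2 fold change 1.87, standard error 0.22, adjusted p = 9.85e-07). TFAP2C, an AP-2 factor, lies on chromosome 20 from 56629306 to 56639283 and was at 6.59 ± 0.154 CPM, 23 ± 2.97 CPM and 113 ± 6.15 CPM (the same comparison, log2 fold change 2.30, standard error 0.15, adjusted p = 2.68e-10), with 36.1 ± 6.46 CPM in H1-ES. All 7 trophoblast genes that the study shows for Day 10 were higher in YP D10 than in TS D10 (camera adjusted p = 3.02e-06 and 0.0253 with an estimated correlation) and than in TPD D10 (camera adjusted p = 1.09e-05 and 0.0232 with an estimated correlation). All 7 were also higher in TPD D10 than in TS D10 (camera adjusted p = 1.3e-06 and 0.0174 with an estimated correlation). In TS D10 against H1-ES, 1 of the 7 was higher and 3 were lower (camera adjusted p = 0.644 and 0.812 with an estimated correlation). In TPD D10 against H1-ES, 5 were higher and 1 was lower (camera adjusted p = 0.0171 and 0.14 with an estimated correlation). The study shows both lists for these libraries and does not say how it chose the genes, so their tests cannot count as independent evidence. Over all genes, edgeR called 7366 between TS D10 and H1-ES, 8897 between TPD D10 and H1-ES, 9364 between YP D10 and H1-ES and 6110 between YP D10 and TPD D10. POU5F1 did not pass the threshold between YP D10 and TS D10 (adjusted p = 0.0241). NANOG, at 1 count in YP D10, passed it there (adjusted p = 0.00977) but not in any of the 4 fits without 1 of the libraries. 

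**Figure D3:**
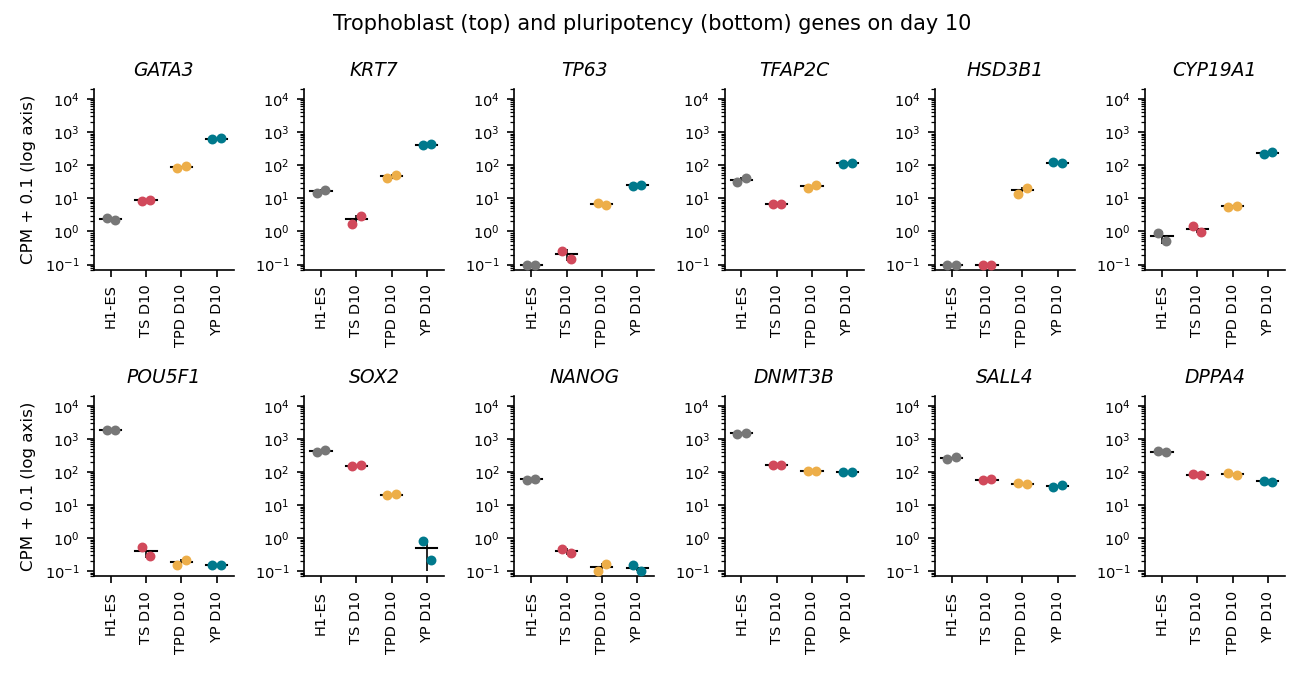
CPM of pluripotency and trophoblast genes in H1-ES, TS D10, TPD D10 and YP D10 on a log axis (CPM + 0.1). Horizontal lines are means, vertical lines the SD and points the 2 libraries, and GATA3, KRT7, TP63 and TFAP2C are highest in YP D10.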

Notably, most pluripotency genes were downregulated in all groups, while trophoblast markers such as GATA3, KRT7, TP63, and TFAP2C were most highly expressed in the YP group (Fig. 2I, S1B). Particularly, OCT4 expression remained stably low across all groups (Fig. S1C), indicating that GATA3 induction occurs prior to full exit from pluripotency. Together, these findings confirm that transient MEK/ERK inhibition primes primed hPSCs toward a trophoblast-like fate with molecular features resembling bona fide TSCs.

To further validate the robustness of our optimized protocol, we repeated the induction experiments using the UH10-hiPSC line. Morphologically, cells derived from UH10-hiPSCs exhibited phenotypes and induction efficiencies comparable to those observed with H1-hESCs (Fig. S2A). RT-qPCR and flow cytometry analyses further supported the superior efficacy of the YP medium, confirming that transient MEK/ERK inhibition consistently promotes efficient trophoblast induction across multiple primed pluripotent stem cell lines (Fig. S2B-C). Overall, these results establish the reproducibility and broad applicability of our method for generating TSCs from both hESCs and hiPSCs.

### Balanced WNT signaling is essential for optimal TSC induction

Given the higher efficacy of the YP medium compared to the TPD medium, we explored whether individual factors in the TS medium negatively affected TSC differentiation. To this end, we added each component of the TS medium individually to the YP medium and monitored differentiation (Fig. 3A). Most additives (e.g., VPA, A83-01, SB431542, EGF, FBS, and vitamin C) did not disrupt the epithelial morphology induced by YP. However, the addition of CHIR99021, a canonical WNT activator, resulted in less uniform morphologies and fewer hTSC-like colonies (Fig. 3B), accompanied by reduced expression of key trophoblast markers (Fig. S1E). Flow cytometry confirmed a significantly lower GATA3^+^ induction rate in the CHIR99021 group (48.8%) relative to the YP-only condition (Fig. 3C). To further dissect the role of WNT signaling, we introduced the WNT pathway inhibitor XAV939 into the differentiation medium (Fig. 3D). As demonstrated by western blot analysis, CHIR99021 treatment significantly upregulated the protein levels of β-catenin and downstream targets such as c-myc and CD44, while exposure to XAV939 showed the opposite inhibition effects on the Wnt/β-catenin signaling (Fig. S3A). Notably, the addition of either CHIR99021 or XAV939 significantly reduced trophoblast marker expression compared to YP control and produced scattered flat cells instead of defined epithelial colonies (Fig. 3E-G). Additionally, the increasing concentration of CHIR99021 or XAV939 treatment gradually decreased the proportion of GATA3^+^ cells (Fig. S3B). Overall, these findings demonstrate that a balanced level of WNT signaling activity is crucial for efficient TSC induction from primed hPSCs, as both excessive activation and inhibition of WNT compromise trophoblast differentiation.

**Fig. 3:**
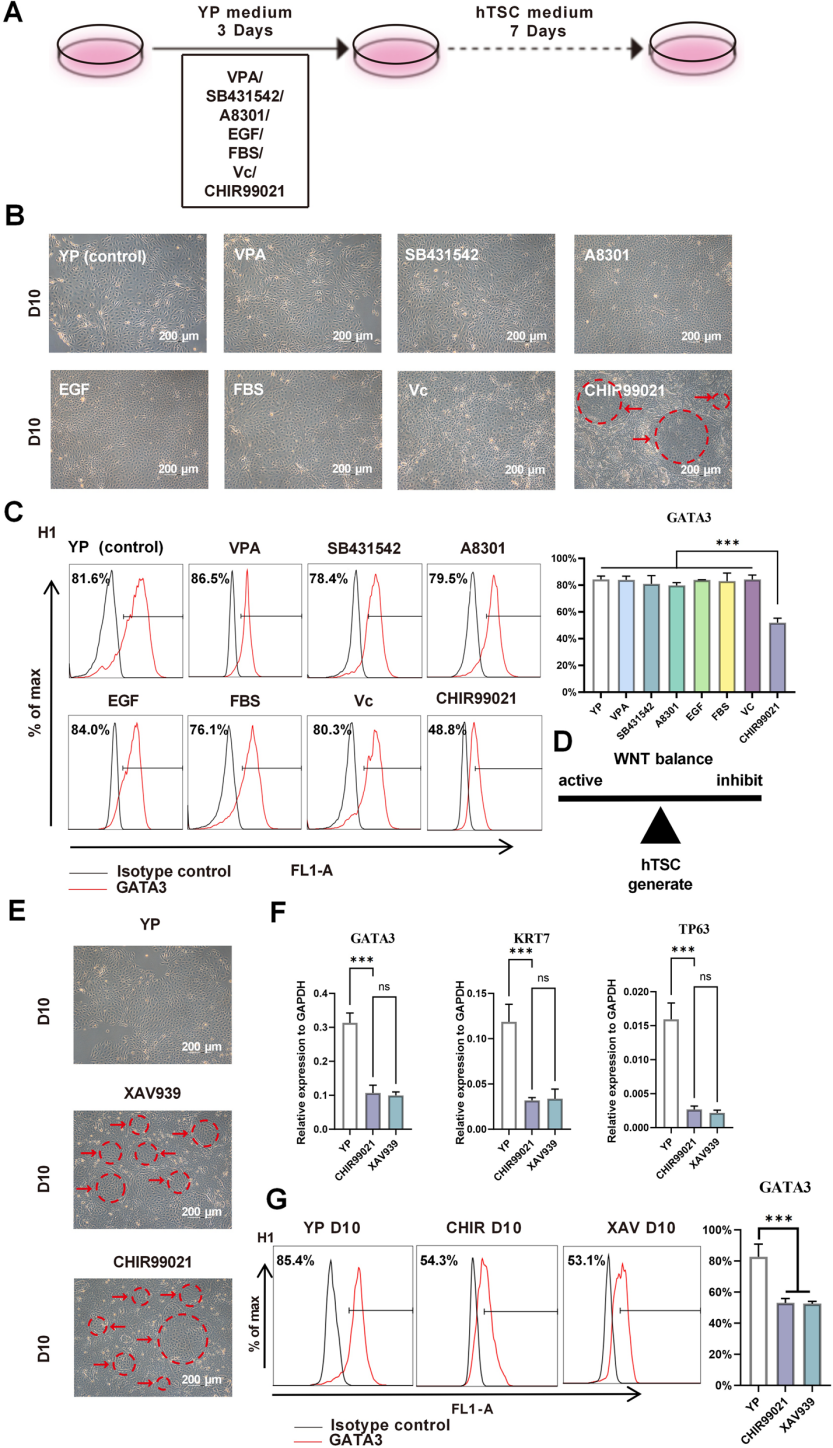
Balanced WNT signaling is essential for optimal TSC induction. **A**. Schematic of the single-factor supplementation strategy: each component from the TS medium was individually added to YP to assess effects on TSC induction. **B**. Representative morphologies of cells treated with individual TS medium components at Day 10. Scale bar: 200 μm. The arrows indicated hTSC-like clones. **C**. Flow cytometry analysis of GATA3⁺ cell populations in response to individual supplements. **D**. Conceptual model: excessive or insufficient WNT signaling disrupts optimal TSC induction. **E**. Morphology of cells treated with YP alone or supplemented with WNT inhibitor (XAV939) or activator (CHIR99021). The arrows indicated hTSC-like clones. Scale bar: 200 μm. **F**. RT-qPCR analysis of TSC marker genes (GATA3, KRT7, TP63) under the same conditions. **G**. Flow cytometry quantification of GATA3⁺ cells across these conditions. ns, non-significant, ***P < 0.001. Error bars denote mean ± SD from three replicates

### Established YP-derived TSCs maintain stable TSC features and trophoblast differentiation capacity

To confirm the stability and identity of induced TSC lines, we isolated and expanded hTSC-like colonies generated under TS, TPD, and YP conditions, naming them “TS^TS^”, “TS^TPD^” and “TS^YP^” respectively. All established lines maintained stable epithelial morphology and consistent proliferation characteristics over more than 20 passages (Fig. 4A-C). EdU incorporation and flow cytometry analyses confirmed no significant differences in proliferation and cell cycle profiles among the established TSC lines (Fig. 4D-E). Immunofluorescence analysis demonstrated that all TSC lines uniformly expressed canonical trophoblast markers GATA3, KRT7, TP63, TEAD4, and TFAP2C, closely resembling primary trophoblast stem cells (Fig. 4F). Thus, the induced TSC lines display stable proliferation and authentic trophoblast marker expression, confirming successful TSC establishment from primed hPSCs.

**Fig. 4:**
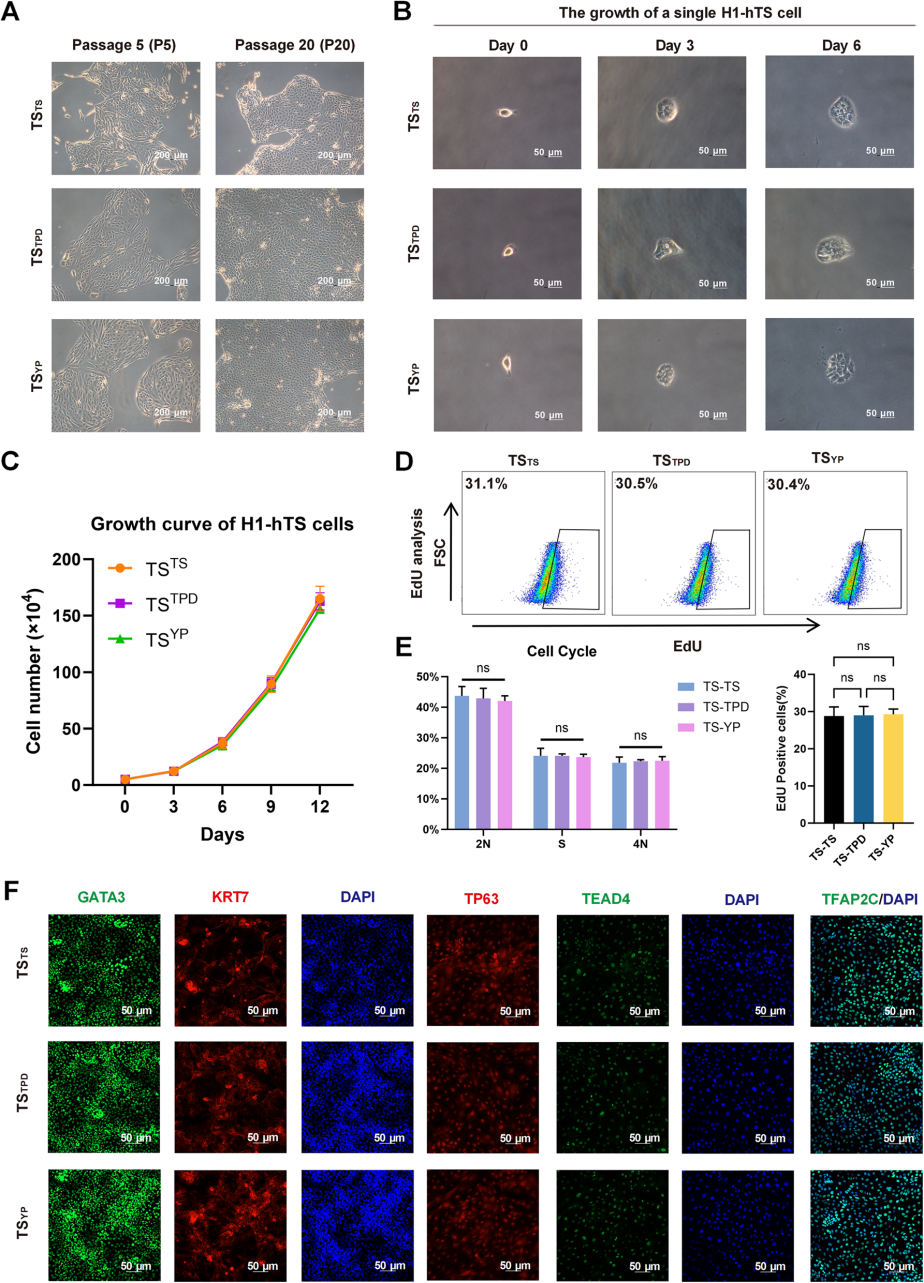
YP-derived hTSCs maintain long-term stability and TSC identity. **A**. Morphology of hTSCs from TS, TPD, and YP groups at early (P5) and late (P20) passages. Scale bar: 200 μm. **B**. Time-lapse phase-contrast images showing the growth of a single hTSC clone. Scale bar: 50 μm. **C**. Growth curves of hTSCs from TS, TPD, and YP groups at passage 20. Error bars show mean ± SD from three replicates. **D**. EdU incorporation assay showing comparable proliferation rates among TSC lines (*n* = 3). **E**. Cell cycle analysis of each hTSC line by flow cytometry (*n* = 3). **F**. Immunofluorescence staining of key TSC markers (GATA3, KRT7, TP63, TEAD4, TFAP2C) in all established lines (*n* = 3). Scale bar: 50 μm. ns, non-significant

### YP-derived TSCs efficiently differentiate into STB and EVT lineages

A defining feature of bona fide TSCs is their differentiation capacity into syncytiotrophoblast (STB) and extravillous trophoblast (EVT). Using established protocols, we evaluated the differentiation potential of the derived TSC lines (Fig. 5A-B). All TSC lines successfully differentiated into STB cells upon stimulation with forskolin, confirmed by morphological fusion and specific expression of STB markers SDC1 and CGB (Fig. 5C). EVT differentiation induced by neuregulin-1 and Matrigel also yielded EVT-like cells expressing EVT-specific marker HLA-G, without STB marker expression (Fig. 5D). Moreover, ELISA detected significant secretion of human chorionic gonadotropin (hCG) from STB-differentiated cells but not undifferentiated TSCs or ESCs, further confirming functional STB identity, and detected the secretion of MMP2 from EVT-differentiated cells rather than undifferentiated TSCs or ESCs (Fig. 5E-F). Additionally, we found that the mRNA expression of markers of STB fusion (CGB, GCM1, ENDOU) showed significant upregulation in STB-differentiated cells compared to the undifferentiated TSCs or ESCs (Fig. 5G), and the expression of EVT marker HLA-G was also demonstrated to be significantly upregulated in EVT-differentiated cells relative to undifferentiated TSCs or ESCs (Fig. 5H). These results collectively demonstrated that YP-derived TSC lines possessed robust and functional differentiation capabilities into EVT and STB trophoblast lineages.

**Fig. 5:**
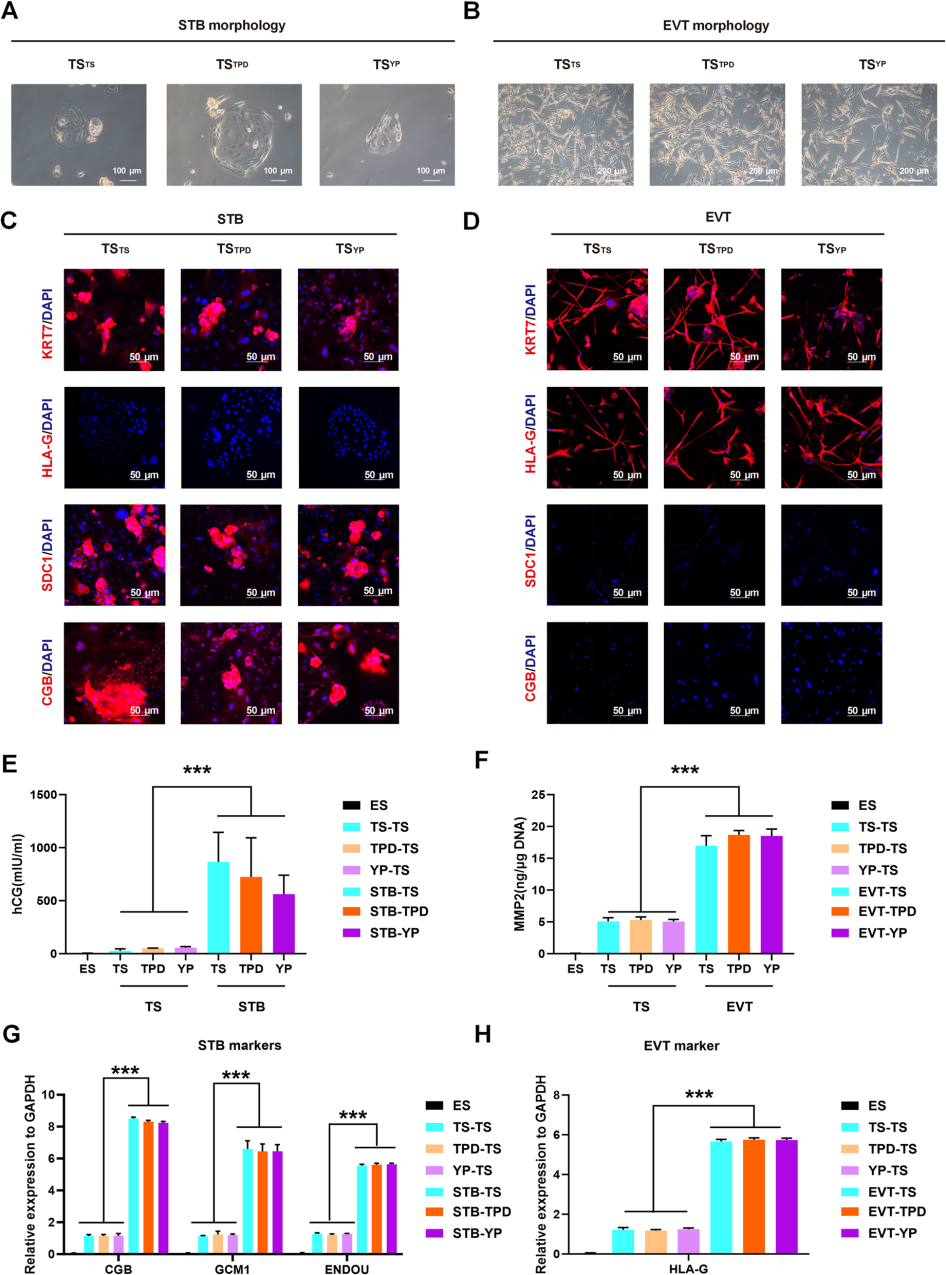
YP-derived TSCs possess the functional capacity to differentiate into STB and EVT lineages. **A**. Morphology of syncytiotrophoblast (STB) cells derived from TSYP upon forskolin stimulation. Scale bar: 100 μm. **B**. Morphology of extravillous trophoblast (EVT) cells induced by NRG1 and Matrigel. Scale bar: 200 μm. **C**. Immunostaining of STB-derived cells for KRT7 (pan-TSC), HLA-G (EVT), and STB-specific markers SDC1 and CGB. Scale bar: 50 μm. **D**. Immunostaining of EVT-differentiated cells confirming HLA-G expression in the absence of STB Markers. Scale bar: 50 μm. **E**. ELISA analysis of hCG secretion in culture media from STB-differentiated cells. Undifferentiated hTSCs and H1-hESCs in mTeSR served as negative controls. **F**. ELISA analysis of MMP2 secretion in culture media from EVT-differentiated cells. **G**. RT-qPCR analysis of expression of STB fusion markers (CGB, GCM1, ENDOU) in each group. **H**. RT-qPCR analysis of expression of EVT marker (HLA-G) in each group. ***P < 0.001. Error bars indicate mean ± SD (*n* = 3)

### YP-derived TSCs transcriptome and chromatin accessibility profiles match blastocyst-derived hTSCs and are distinct from amnion lineage

To further validate the identity of TSYP-derived TSCs, we performed integrated transcriptomic and epigenomic analyses. 

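RNA-seq libraries of cells on Day 5 in TS or YP conditions (TS D5 and YP D5) and of TS-YP, the expanded line, were analysed from the deposited counts, with 2 libraries per group. Day 5 fell 2 days after the 3-day induction ended, when both groups were in TS medium. TS D5 held 14382066 to 14680242 counts per library, YP D5 14362758 to 14784919 and TS-YP 9700607 to 11692932, so a count of 0 allows up to 0.344 CPM in TS-YP. The spread between the 2 libraries was wide in TS D5, with a chi-square per degree of freedom of 35.7 against 11.8 in YP D5 and 6.83 in TS-YP. Genes of the mitochondrial genome took 19.65% ± 0.354 (SD, n = 2) of the counts in TS-YP, 10.35% ± 0.354 in YP D5, 8.84% ± 1.65 in TS D5 and 4.91% ± 0.141 in H1-ES. Normalization, test and thresholds were those of the Day 10 libraries. TS-YP and the Day 5 groups carry library names of another series than H1-ES and the Day 10 groups. No series holds both TS-YP and H1-ES, so the size of a change between these 2 groups includes any difference between the series, whereas TS D5 and YP D5 share a series. The ATAC-seq libraries were not analysed, and neither were the published amnion and TSC samples of Fig. 6F.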

ATAC-seq revealed significantly increased chromatin accessibility at key trophoblast regulatory loci in the YP-induced cells relative to the TS controls (Fig. 6A-D). 

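On Day 5, GATA3 was at 578 ± 33.5 CPM (SD, n = 2) in YP D5 and 7.29 ± 1.83 CPM in TS D5 (log2 fold change 6.30, standard error 0.18, adjusted p = 2.65e-15). TFAP2C was present in both, at 377 ± 38.7 CPM and 131 ± 3.41 CPM (log2 fold change 1.52, standard error 0.14, adjusted p = 2.66e-08). CYP19A1, the aromatase of placental estrogen synthesis, lies on chromosome 15 of GRCh38 from 51208057 to 51338601 and was at 1013 ± 74 CPM and 0.817 ± 0.385 CPM (log2 fold change 10.25, standard error 0.25, adjusted p = 4.81e-16). HSD3B1, an enzyme of progesterone synthesis, lies on chromosome 1 from 119507198 to 119515054 and was at 23.1 ± 4.68 CPM and 0 (at least 116-fold higher, adjusted p = 1.06e-10). SOX2 was at 1.1 ± 0.768 CPM in YP D5 and 56.5 ± 4.15 CPM in TS D5 (log2 fold change -5.65, standard error 0.29, adjusted p = 1.84e-11). NANOG, a homeobox gene of pluripotent cells, lies on chromosome 12 from 7787794 to 7799146 and was at 0 and 2.52 ± 0.297 CPM (at least 10.8-fold lower, adjusted p = 4e-07). POU5F1 was at 1.69 ± 0.577 CPM and 298 ± 44 CPM (log2 fold change -7.45, standard error 0.22, adjusted p = 1.1e-14). H1-ES, of the other library series, had it at 1804 ± 21.6 CPM. The paper reports OCT4 as stably low in all groups (Fig. S1C). It draws this from staining on Days 5 and 10, which measures protein and not RNA, so POU5F1 RNA in TS D5 departs from that description. Of the trophoblast genes that the study shows for Day 5, 12 of 12 were higher in YP D5 (camera adjusted p = 5.64e-09 and 0.0166 with an estimated correlation), and of its pluripotency genes 10 of 10 were lower (camera adjusted p = 5.06e-05 and 0.0166 with an estimated correlation). The study shows these genes for the same libraries without saying how it chose them, so this cannot count as independent evidence. Among the 12 other pluripotency genes measured, 10 were lower and 1 was higher (camera adjusted p = 7.95e-05 and 0.0166 with an estimated correlation). STB genes were higher in 15 of 17 cases and lower in none (camera adjusted p = 3e-10 and 0.0166 with an estimated correlation). Of these, the fusion factor GCM1 was at 164 ± 11.3 CPM against 0.0981 ± 0.0424 CPM and ERVW-1, encoding syncytin-1, at 534 ± 29.3 CPM against 2.39 ± 0.478 CPM. Placenta development genes were higher in 27 of 33 and lower in 3 (camera adjusted p = 2.93e-09 and 0.0582 with an estimated correlation). Cytotrophoblast and TSC genes were higher in 17 of 22 and lower in 2 (18 higher when adjusted over the list alone, camera adjusted p = 7.71e-06 and 0.0493 with an estimated correlation). Cell cycle genes were lower in YP D5 in 25 of 25 cases (camera adjusted p = 7.99e-09 and 0.0166 with an estimated correlation), and neural genes lower in 10 of 16 and higher in 1 (camera adjusted p = 7.95e-05 and 0.0179 with an estimated correlation). Amnion genes were higher in 11 of 15 and lower in 2 (camera adjusted p = 7.95e-05 and 0.0166 with an estimated correlation), and junction genes higher in 17 of 26 with none lower (camera adjusted p = 4.87e-05 and 0.0382 with an estimated correlation). TEAD4, a transcription factor of trophectoderm, did not differ past the threshold (31.7 ± 2.25 CPM and 39.4 ± 1.07 CPM, log2 fold change -0.31, standard error 0.15, adjusted p = 0.0805). edgeR called 7740 of 15538 genes, 3758 higher and 3982 lower in YP D5. The split was 3293 higher and 4801 lower with upper-quartile scaling, and 3105 higher and 2702 lower with only the groups compared. 

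**Figure D4:**
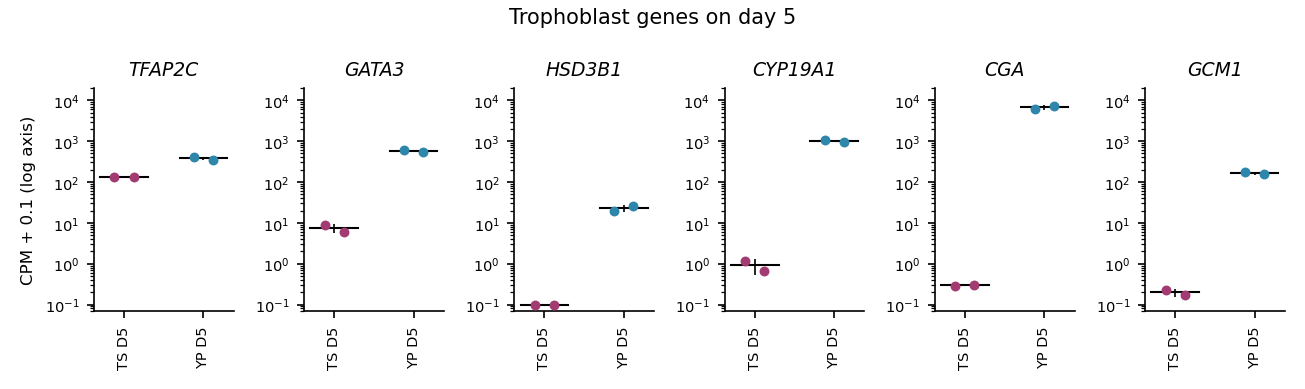
CPM of 6 trophoblast genes in TS D5 and YP D5 on a log axis (CPM + 0.1), with horizontal lines for means, vertical lines for the SD and points for the 2 libraries of a group. In each of the 6 genes both YP D5 libraries lie above both TS D5 libraries.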

RNA-seq confirmed the upregulation of placental genes including TFAP2C, GATA3, HSD3B1, and CYP19A1, alongside silencing of pluripotency factors such as NANOG and SOX2 (Fig. 6E).

**Fig. 6:**
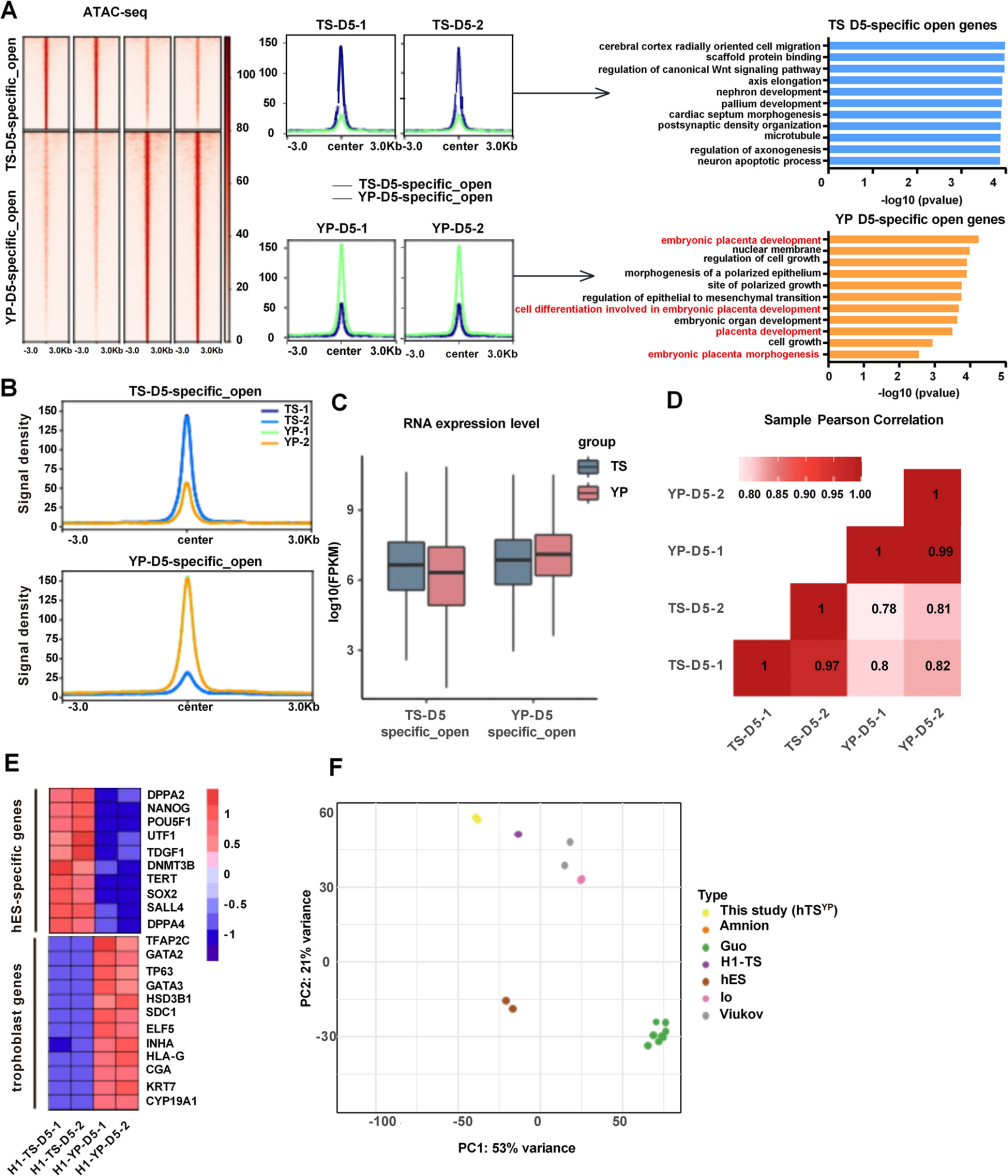
Transcriptomic and epigenomic profiling confirms the trophoblast identity of TSYP cells. **A**. Left: Heatmap of ATAC-seq signal intensity showing differentially accessible chromatin regions between TS Day 5 and YP Day 5 cells. Right: GO enrichment analysis of accessible regions. **B**. Browser tracks showing TS-specific (top) and YP-specific (bottom) ATAC peaks. **C**. RNA expression levels of selected open chromatin (OC) or closed chromatin (CO) genes between groups. **D**. Pearson correlation analysis of whole-transcriptome data between TS D5 and YP D5 cells. **E**. Heatmap showing differential expression of key pluripotency and trophoblast genes across groups. **F**. PCA of TSYP transcriptomes compared to amnion tissues (GSE118808) and previously published TSC models derived from naïve and primed hPSCs (GSE144994, GSE166401, GSE192917)

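Among called genes with a mean log2 CPM of at least 3 over the 4 libraries, the 5 farthest to the YP D5 side were CGA, CYP19A1, PAPPA2, NLRP7 and COL3A1, and the 5 farthest to the TS D5 side were DHRS2, POU5F1, NGFR, FGFBP3 and DCLK1. Genes below that mean are not in this ranking, such as ERVFRD-1, farther out than the YP D5 side's genes other than CGA (203 ± 3.93 CPM in YP D5 and 0.032 ± 0.0453 CPM in TS D5), and PAX3 and ZIC3, farther out than all 5 of the TS D5 side (0.0374 ± 0.0529 CPM and 124 ± 2.42 CPM for PAX3, 0.23 ± 0.0986 CPM and 126 ± 13.9 CPM for ZIC3). CGA was at 6726 ± 818 CPM (SD, n = 2) in YP D5 and 0.198 ± 0.00868 CPM in TS D5. PAPPA2, a placental protease, lies on chromosome 1 of GRCh38 from 176463171 to 176845601 and was at 394 ± 40.3 CPM and 0.331 ± 0.0145 CPM (log2 fold change 10.19, standard error 0.24, adjusted p = 4.81e-16). NGFR, a neurotrophin receptor, lies on chromosome 17 from 49495293 to 49515008 and was at 82.6 ± 9.6 CPM in TS D5 and 0.888 ± 0.0131 CPM in YP D5 (log2 fold change -6.53, standard error 0.27, adjusted p = 2.64e-13). NGFR is in the list of neural crest genes, which did not differ past the threshold (camera adjusted p = 0.164 and 0.434 with an estimated correlation). DCLK1, a neuronal kinase, was at 185 ± 14.1 CPM and 3.02 ± 0.0316 CPM, and COL3A1, a fibrillar collagen, at 2.27 ± 0.508 CPM and 1398 ± 130.1 CPM. DHRS2, a dehydrogenase, was at 323 ± 20.5 CPM and 1.24 ± 0.0578 CPM. For correlations, CPM were computed by total counts, without TMM factors. Over log2(CPM + 1) of 15538 genes, Pearson's r was 0.98 between the 2 TS D5 libraries and 0.992 between the 2 YP D5 libraries. Between the groups it was 0.815 and 0.82 for TS D5 replicate 1 with YP D5 replicates 1 and 2, and 0.819 and 0.827 for TS D5 replicate 2. The mean of these 4 values was 0.82 ± 0.0049 (SD), below both values within a group. These 6 values are correlations across genes, which are not independent replicates.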

These results illustrate that the chromatin accessibility of essential genes for placental development and trophoblast stem cell maintenance is in an open state in hTSCs derived from primed hPSCs. Because amnion and TSCs share some transcriptional overlap (Viukov et al. 2022; Zorzan et al. 2023), we compared TSYP transcriptomes to amnion tissues (GSE118808) and to previously published TSC models derived from naïve hPSCs or blastocysts (GSE144994, GSE166401, GSE192917). Principal component analysis revealed that TSYP cells were distinct from amnion and closely resembled trophoblast models, especially those derived from primed hPSCs (Fig. 6F). Collectively, these data confirm that TSYP cells possess a transcriptional and chromatin identity consistent with genuine trophoblast stem cells and are distinct from both pluripotent and amnion lineages.

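TS-YP cells had 0 counts of POU5F1, against 1804 ± 21.6 CPM (SD, n = 2) in H1-ES (at least 5190-fold lower, adjusted p = 2.27e-16), and 0 of SOX2 (at least 1230-fold lower) and NANOG (at least 174-fold lower). GATA3 was at 434 ± 14.7 CPM in TS-YP (log2 fold change 7.57, standard error 0.20, adjusted p = 3.7e-16), and TP63 at 36.4 ± 7 CPM with 0 in H1-ES (at least 223-fold higher, adjusted p = 9.03e-13). VGLL1, a cofactor of TEAD proteins in trophoblast, lies on chromosome X of GRCh38 from 136532215 to 136556807. It was at 267 ± 2.99 CPM with 0 in H1-ES (at least 1640-fold higher, adjusted p = 1.07e-15), and CGA was at 4012 ± 435 CPM with 0 in H1-ES (at least 24600-fold higher, adjusted p = 1.58e-16). TFAP2C, already transcribed in H1-ES, was at 53.5 ± 5.32 CPM (log2 fold change 0.57, standard error 0.15, adjusted p = 0.00172), a call lost in 2 of the 4 fits that left out 1 library. TEAD4 was lower in TS-YP, at 16.3 ± 3.02 CPM against 55.6 ± 7.38 CPM (log2 fold change -1.78, standard error 0.16, adjusted p = 8.79e-09). Against H1-ES, STB genes were higher in 16 of 17 cases and lower in none (camera adjusted p = 5.04e-08 and 0.0302 with an estimated correlation). Cytotrophoblast and TSC genes were higher in 18 of 22 and lower in 3 (camera adjusted p = 9.63e-06 and 0.0495 with an estimated correlation), and placenta development genes higher in 26 of 33 and lower in 3 (camera adjusted p = 4.23e-07 and 0.0911 with an estimated correlation). The study's pluripotency genes were lower in 10 of 10 (camera adjusted p = 5.65e-06 and 0.0132 with an estimated correlation), as were 12 of 12 other pluripotency genes (camera adjusted p = 3.92e-06 and 0.0132 with an estimated correlation). Amnion-list genes were higher than in H1-ES in 15 of 15 (camera adjusted p = 2.04e-07 and 0.0132 with an estimated correlation). GABRP was at 2703 ± 6.38 CPM in TS-YP, and ITGB6, an integrin subunit, at 226 ± 21.6 CPM with 0 in H1-ES (at least 1390-fold higher). VTCN1, an immune checkpoint ligand, lies on chromosome 1 from 117143587 to 117210960 and was at 1276 ± 49.2 CPM (log2 fold change 12.47, standard error 0.30, adjusted p = 1.58e-16). ISL1 and TFAP2B, transcription factors of the same list picked after their values were seen, were at 10.7 ± 2.16 CPM and 12.6 ± 0.269 CPM in TS-YP, against 15.5 ± 1.08 CPM and 23.5 ± 0.376 CPM in YP D5. From YP D5 to TS-YP, 6 of 15 amnion-list genes were higher and 7 lower (camera adjusted p = 0.962 and 0.96 with an estimated correlation). HLA class I presentation genes were higher in 6 of 7 (camera adjusted p = 0.00345 and 0.123 with an estimated correlation). CD44, a hyaluronan receptor, was at 215 ± 19.1 CPM in TS-YP and 1.95 ± 0.637 CPM in YP D5 (log2 fold change 6.79, standard error 0.23, adjusted p = 1.57e-13). Placental growth factor, PGF, was at 90 ± 13.8 CPM and 1011 ± 57.8 CPM (log2 fold change -3.49, standard error 0.18, adjusted p = 1.86e-11). edgeR called 11069 genes between TS-YP and H1-ES and 6144 between TS-YP and YP D5. Amnion tissue was not analysed here, so these levels do not place the cells relative to it. TS-YP and H1-ES belong to different library series, but POU5F1, GATA3 and CGA also differed within each series. Within that of H1-ES, YP D10 had POU5F1 at 0.0598 ± 0.000636 CPM, GATA3 at 638 ± 32.7 CPM and CGA at 546 ± 58.5 CPM, and within that of TS-YP, TS D5 had them at 298 ± 44 CPM, 7.29 ± 1.83 CPM and 0.198 ± 0.00868 CPM. From the expression and chromatin profiles and from its principal components with amnion tissue and published TSC models (Fig. 6F), the paper concludes that TSYP cells have a TSC identity, apart from pluripotent cells and from amnion. 

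**Figure D5:**
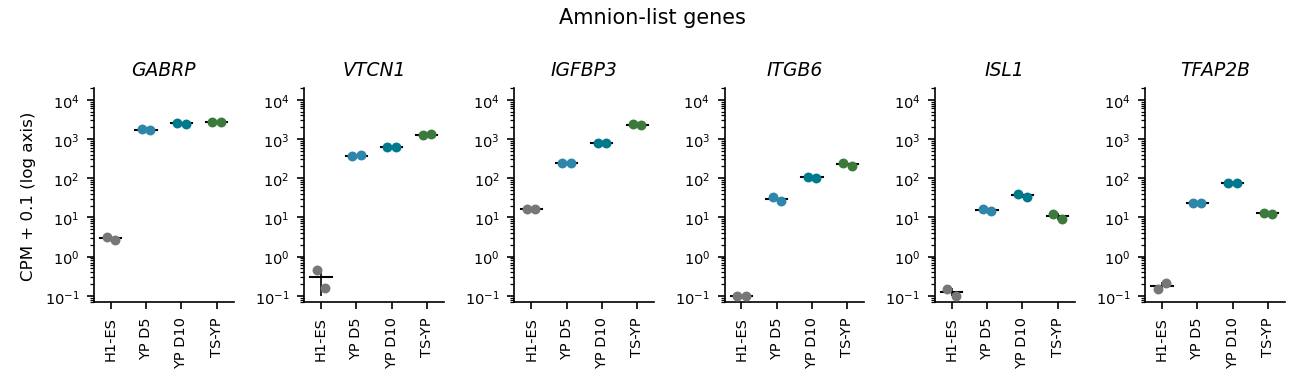
CPM of 6 amnion-list genes in H1-ES, YP D5, YP D10 and TS-YP on a log axis (CPM + 0.1), with horizontal lines for means, vertical lines for the SD and points for the 2 libraries of a group. GABRP and VTCN1 are high in the 3 YP-derived groups and low in H1-ES.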

## Discussion

In this study, we developed an optimized protocol enabling the direct and efficient derivation of TSCs from primed hPSCs. By transiently inhibiting MEK/ERK signaling using PD0325901 in a simplified basal medium (YP medium), we successfully generated stable, self-renewing TSC lines. These derived TSC lines closely resembled trophoblast cells derived from human preimplantation blastocysts and exhibited robust differentiation capacities into EVT and STB lineages, offering a valuable platform for investigating placental biology and trophoblast-associated diseases.

Previously, the SAVECY medium, a standard medium designed for hTSC culture, demonstrated limited efficacy in directly converting primed hPSCs into stable hTSC lines, typically requiring at least five passages or labor-intensive clone selection to establish stable cultures (Jang et al. 2022; Soncin et al. 2022; Wei et al. 2021). Through comparative analysis of the embryonic stem cell (ES) medium and SAVECY medium, we identified FGF signaling as a critical difference, prompting us to investigate whether modulating FGF-associated pathways could enhance TSC induction efficiency. Although the SAVECY medium already contained TGF-β inhibitors A83-01 and SB431542, which have been reported to promote cytotrophoblast cell proliferation (Okae et al. 2018; Wang et al. 2022), these components alone did not substantially enhance trophoblast induction from primed hPSCs. Therefore, we hypothesized that targeted inhibition of FGF signaling pathways might improve TSC induction efficacy.

FGF signaling, primarily mediated via the MEK/ERK pathway, plays a central role in maintaining pluripotency and regulating the differentiation of human pluripotent stem cells (Dattani et al. 2024; Mossahebi-Mohammadi et al. 2020). By supplementing the basic culture medium with the MEK/ERK inhibitor PD0325901, we created the simplified YP medium. Interestingly, cells cultured in the YP medium consistently adopted a homogeneous, epithelial-like morphology characteristic of bona fide TSCs. This observation aligns with previous findings from Lee et al., who demonstrated that MEK/ERK inhibition facilitated a trophoblast-like cell state by suppressing competing developmental pathways (Lee et al. 2019), and showed significant upregulation of hTSC-related hallmark genes (Balestrini et al. 2024). The mechanisms underlying these observations likely include several possible explanations: (1) MEK/ERK signaling plays a pivotal role in preserving pluripotency and self-renewal potential (Ma et al. 2016); (2) Fibroblast growth factor-2 (FGF2), common in hESC culture, actively drives differentiation towards endodermal and mesodermal lineages (Funa et al. 2008; Shiraki et al. 2008; Yang et al. 2008); and (3) FGF signaling facilitates the differentiation of primitive ectoderm into neuroectoderm, promoting neural lineage commitment (Pollard et al. 2008). Therefore, transient MEK/ERK inhibition effectively blocked unwanted neuroectodermal and mesodermal differentiation pathways, as evidenced by the absent expression of markers for ectoderm, mesoderm and endoderm, thereby promoting trophoblast lineage specification.

Transient inhibition of the MEK/ERK pathway has dual roles: stabilizing primitive pluripotency and simultaneously promoting trophoblast lineage identity (Ma et al. 2016; Smith 2024). Previous research has demonstrated that brief MEK inhibition facilitates the conversion of naïve hPSCs into trophoblast lineage cells, followed by culture in SAVECY medium to generate cytotrophoblast (CTB)-like cells (Dong et al. 2020; Zorzan et al. 2023). Here, our transcriptomic analyses similarly indicated the enrichment of placental developmental genes in the YP-derived cells, contrasting with neural development-related gene enrichment observed under TS medium conditions. Importantly, we also found very low expression of mesodermal markers in YP-derived cells, closely matching blastocyst-derived TSC transcriptomes. Thus, our data suggest that MEK inhibition specifically facilitates trophoblast lineage specification by effectively blocking alternate germ layer differentiation, in agreement with prior findings (Yang et al. 2006).

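In YP D10, TBXT, the brachyury gene of early mesoderm, had 0 counts, which allows up to 0.179 CPM. It lies on chromosome 6 of GRCh38 from 166157656 to 166168700 and also had 0 counts in TS D10 and TPD D10. EOMES was also at 0 in YP D10, with 0 in TPD D10 and 0.125 ± 0.1 CPM (SD, n = 2) in TS D10. MIXL1, a homeobox gene of the primitive streak, was at 1.58 ± 0.19 CPM in YP D10, 1.08 ± 0.07 CPM in TS D10 and 0.403 ± 0.087 CPM in H1-ES. MESP1, a factor of cardiac mesoderm, was at 0.714 ± 0.58 CPM in YP D10 and 0.328 ± 0.16 CPM in TS D10. TBX6, of paraxial mesoderm, was at 1.32 ± 0.69 CPM and 0.861 ± 0.39 CPM in the same order. PECAM1, the endothelial CD31 gene, was at 0.0297 ± 0.042 CPM and 0.284 ± 0.056 CPM. MYB lies on chromosome 6 from 135181308 to 135219173 and in YP D10 was at 0.179 ± 0.00191 CPM against 9.36 ± 1.91 CPM in H1-ES (log2 fold change -5.64, standard error 0.43, adjusted p = 1.04e-09) and 1.88 ± 0.0955 CPM in TS D10. KDR, encoding a VEGF receptor, was at 4.84 ± 0.221 CPM against 81.8 ± 1.47 CPM in H1-ES and 2.22 ± 0.374 CPM in TS D10. PDGFRA, a receptor of mesenchymal cells, was at 11.4 ± 1.53 CPM against 55.6 ± 2.78 CPM in TS D10 and 0.91 ± 0.321 CPM in H1-ES. HAND1, which is also in the placenta development and amnion lists, lies on chromosome 5 from 154474972 to 154478227 and was at 865 ± 31.8 CPM against 4.97 ± 0.159 CPM in TS D10 (log2 fold change 7.44, standard error 0.18, adjusted p = 2.63e-16) and 0.0569 ± 0.0805 CPM in H1-ES. CDH5, the endothelial cadherin gene, was at 45.4 ± 10.2 CPM against 0.458 ± 0.113 CPM in TS D10 and 0.0285 ± 0.0403 CPM in H1-ES. Of 20 mesoderm genes listed, 9 had enough counts to test. Of these 3 were higher and 3 lower in YP D10 than in TS D10 (camera adjusted p = 0.856 and 0.856 with an estimated correlation), and 5 higher and 4 lower than in H1-ES (camera adjusted p = 0.422 and 0.459 with an estimated correlation). On Day 5, TBXT was at 4.75 ± 0.26 CPM in TS D5 and 0 in YP D5. MIXL1 was at 3.32 ± 0.65 CPM and 1.31 ± 0.16 CPM in the same order, and HAND1 at 130 ± 2.9 CPM and 490 ± 17 CPM. Of the 9 tested, 5 were lower and 3 higher in YP D5 than in TS D5 (camera adjusted p = 0.665 and 0.683 with an estimated correlation). Some members of the list are named here after their values were seen, and no transcriptome of blastocyst-derived TSCs was analysed.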

An ongoing challenge in TSC derivation from hPSCs involves the differentiation into amnion-like cells, due to overlapping transcriptional regulators between trophoblast and amnion lineages. For instance, Guo et al. previously showed that treatment of primed hPSCs with TGF-β and ERK inhibitors resulted in amnion marker upregulation and a global transcriptome indicative of amniotic ectoderm (AME) rather than authentic trophoblast identity, accompanied by low GATA3 expression (Guo et al. 2021). However, our extensive transcriptome analysis and principal component analysis (PCA) clearly distinguished our derived hTSYP lines from amnion-derived cells, clustering them closely with previously validated TSC models reported by Io et al. and Viukov et al. (Oldak et al. 2023). These results suggested that our YP-derived cells represent bona fide trophoblast stem cells rather than amnion derivatives. However, we acknowledge the possibility that a minor fraction of amniotic lineage cells may be present in the induced populations. We regret that the precise proportion of such cells was not quantified, which represents a limitation of our study. Nonetheless, to ensure lineage fidelity, we performed further selection and purification to establish stable TSC lines. Furthermore, compared to previously published protocols for inducing hTSCs from primed hPSCs (Guo et al. 2021; Soncin et al. 2022; Viukov et al. 2022; Wei et al. 2021; Zhang et al. 2025), our study not only underscores the favorable effect of transient MEK/ERK inhibition but also introduces a simplified and efficient induction protocol using YP medium. This method provides novel insights for modeling human placental development using primed hPSCs. Moreover, we confirmed the reproducibility of this approach in both hESC and hiPSC lines, supporting the broad applicability and robustness of our induction strategy.

Furthermore, our observations indicated that the standard TSC maintenance medium (TS medium) negatively affected the induction efficiency compared to the simplified YP medium. To identify the inhibitory components, we tested individual factors of the TS medium separately in combination with the YP medium. We discovered that both activation (CHIR99021) and inhibition (XAV939) of WNT signaling impaired trophoblast induction. These results underscore the importance of balanced WNT/β-catenin signaling in human trophoblast differentiation, and increasing concentration of CHIR99021 or XAV939 decreased the proportion of GATA3^+^ cells in a dose-dependent way, aligning with earlier studies demonstrating that excessive activation or inhibition of the WNT pathway disrupts normal trophoblast development (Chen et al. 2020; Nusse and Clevers 2017). Notably, Huang et al. similarly reported that removing CHIR99021 from the culture medium enhanced the induction of trophoblast fate from primed hPSCs, reinforcing the necessity of maintaining precise WNT signaling homeostasis during trophoblast differentiation (Huang et al. 2014). Mechanistically, this equilibrium likely involves modulation of YAP and TEAD4 transcriptional activity, key determinants in establishing trophoblast identity and lineage commitment (Mizutani et al. 2022). In addition, WNT signaling has been associated with chromatin regions exhibiting open accessibility in hTSCs, suggesting that it may influence the chromatin landscape of differentiation-related genes (Wei et al. 2021). However, the inhibition of WNT signaling has also been linked to differentiation toward EVT lineages, which may interfere with the maintenance of hTSC stemness (Shukla et al. 2024). Interestingly, activation of WNT signaling by CHIR appears to inhibit TSC induction from primed hPSCs, while permitting conversion from naïve hPSCs. Furthermore, the addition of BMP4 to CHIR-containing TS medium has been shown to rescue TSC induction from primed cells, indicating a possible regulatory interplay between WNT and BMP4 pathways in directing cell fate (Viukov et al. 2022; Wei et al. 2021). Together, these findings underscore the importance of maintaining balanced WNT signaling for optimal hTSC derivation from primed hPSCs and highlight the unique advantages of the YP medium in achieving this equilibrium.

In summary, our study establishes a robust, reproducible, and simplified method for generating authentic self-renewing hTSC lines (hTSYP) from primed hPSCs by transient MEK/ERK inhibition. These hTSC lines can readily differentiate into EVT and STB trophoblast subtypes and exhibit transcriptomic profiles resembling genuine human blastocyst-derived TSCs. This optimized protocol provides a valuable in vitro platform for further investigation into placental development and pathologies, facilitating new insights into trophoblast biology. Future research will leverage this approach to better understand critical developmental processes and diseases of the human placenta.

## Materials and methods

### Human pluripotent stem cells (hPSCs) culture

hPSCs, including H1 human embryonic stem cells (hESCs) and UH10 human induced pluripotent stem cells (hiPSCs), were used in this study. All cell lines were authenticated and confirmed to be mycoplasma-free using the MycoAlert Mycoplasma Detection Kit (Lonza) before experimentation. Six-well plates were pre-coated with Matrigel Matrix (Corning, 354277) overnight at 4 °C to ensure uniform coating. Thawed hPSCs were cultured in mTeSR1 medium (STEMCELL Technologies, 85850) and maintained at 37 °C in a humidified incubator with 5% CO₂, with daily media changes to support optimal growth. Cells were passaged every 3 days using Accutase (Innovative Cell Technologies, AT104) to gently dissociate them into single-cell suspensions and replated at a 1:3 to 1:4 split ratio onto fresh Matrigel-coated plates. Cell morphology and confluency were routinely monitored using a phase-contrast microscope (Nikon Eclipse Ts2R), and only low-passage hPSCs (≤ passage 15) were used to prevent genetic or epigenetic drift.

### Induction of human primed pluripotent stem cells into trophoblast stem cells (hTSCs)

Six-well plates were coated with Matrigel Matrix (Corning, 354277) and incubated at 37 °C overnight to ensure uniform coating. H1 human embryonic stem cells (hESCs) were dissociated into single-cell suspensions using Accutase (Innovative Cell Technologies, AT104) and plated at a density of 4 × 10^5^ cells per well in mTeSR1 medium (STEMCELL Technologies, 85850) supplemented with 10 μM Y-27632 (Selleckchem, S1049) to enhance cell survival. This time point was designated as Day −1. After 24 h (Day 0), the culture medium was completely replaced with one of three induction media: TS medium, TPD medium, or YP medium.

For the TS induction group, cells were cultured in trophoblast stem (TS) cell medium, consisting of DMEM/F12 supplemented with 0.1 mM 2-mercaptoethanol (Gibco, 21,985–023), 0.2% fetal bovine serum (FBS, Gibco, 16,000–044), 0.5% penicillin–streptomycin (Gibco, 15,140–122), 0.3% bovine serum albumin (BSA, Sigma, A9418), 1% ITS-X (Gibco, 51,500–056), 1.5 μg/ml L-ascorbic acid (Sigma, A8960), 50 ng/ml epidermal growth factor (EGF, PeproTech, AF-100–15), 2 μM CHIR99021 (Selleckchem, S2924), 0.5 μM A83-01 (Tocris, 2939), 1 μM SB431542 (Selleckchem, S1067), 0.8 mM valproic acid (VPA, Sigma, P4543), and 5 μM Y-27632. For the TPD induction group, cells were cultured in TPD medium, which consisted of TS medium supplemented with 0.5 μM PD0325901 (Selleckchem, S1036), a selective MEK inhibitor. For the YP induction group, cells were cultured in YP medium, which contained BASIC medium (DMEM/F12 supplemented with 0.1 mM 2-mercaptoethanol, 0.5% penicillin–streptomycin, 0.3% BSA, and 1% ITS-X) plus 5 μM Y-27632 and 0.5 μM PD0325901.

Cells were maintained under standard conditions in a humidified incubator at 37 °C with 5% CO₂, and all media were renewed daily. After 3 days (Day 3), the culture medium was replaced with TS medium for all groups, and cells were further cultured in TS medium from Day 4 to Day 10. For routine passaging, cells were dissociated every 3 days using TrypLE Express (Gibco, 12605028). 1 mL of TrypLE Express was added to each well and incubated for 10–15 min, followed by gentle resuspension and subculturing at a 1:3 split ratio onto fresh Matrigel-coated plates in TS medium supplemented with 10 μM Y-27632 for the first 24 h post-passaging. On Day 5 and Day 10, cells were harvested for different biological analysis, including flow cytometry, real-time quantitative PCR, and immunofluorescence staining to assess trophoblast lineage marker expression and differentiation efficiency.

### Human trophoblast stem cells (hTSCs) culture

Clones were subjected to purification and expansion to establish stable hTSCs lines. hTSCs were cultured following previously established protocols (Okae et al. 2018). Briefly, isolated hTSC clones were seeded into Matrigel-coated wells and maintained in 2 mL of TS medium. The medium was refreshed every two days, and cells were passaged at a 1:3 ratio using TrypLE Express when they reached approximately 80–90% confluence. All cultures were maintained at 37 °C in a humidified incubator with 5% CO₂. Throughout the culture period, cell morphology and proliferation were routinely monitored to ensure stable trophoblast stem cell characteristics.

### Differentiation of syncytiotrophoblast (STB) and extravillous trophoblast (EVT) lineages

hTSCs were differentiated into terminal trophoblast cell types, following the protocol established by Okae et al. (Okae et al. 2018) with slight modifications. Cells were cultured until they reached 80% confluence, at which point they were dissociated into single cells using TrypLE Express (Gibco, 12605028). Prior to differentiation, six-well plates were pre-coated with Matrigel (Corning, 354277) overnight at 4 °C to ensure uniform adherence. Cells were plated in their respective differentiation media, with medium changes every other day, and harvested for analysis on Day 6 of differentiation.

#### Syncytiotrophoblast (STB) differentiation

To induce STB differentiation, hTSCs were seeded at a density of 1 × 10^5^ cells per well in 2 mL of STB differentiation medium, consisting of DMEM/F12 (Gibco, 11,330–032) supplemented with 0.1 mM β-mercaptoethanol (Invitrogen, 21,985–023), 0.5% penicillin–streptomycin (HyClone, SV30010), 0.3% bovine serum albumin (BSA, Sigma-Aldrich, A9418), 1% ITS-X (Gibco, 51,500–056), 5 μM Y-27632 (Selleckchem, S1049), 2 μM Forskolin (Selleckchem, S2449), 50 ng/mL epidermal growth factor (EGF, PeproTech, AF-100–15), 1 μM cyclic adenosine monophosphate (cAMP, Sigma-Aldrich, A9501), and 4% KnockOut Serum Replacement (Gibco, 10,828-028). Cells were maintained under standard culture conditions (37 °C, 5% CO₂, humidified incubator), with media replaced every 48 h.

#### Extravillous trophoblast (EVT) differentiation

For EVT differentiation, hTSCs were plated at a density of 4 × 10^5^ cells per well in 2 mL of EVT1 differentiation medium, composed of DMEM/F12 (Gibco, 11330-032) supplemented with 0.1 mM β-mercaptoethanol (Invitrogen, 21985-023), 0.5% penicillin–streptomycin (HyClone, SV30010), 0.3% BSA (Sigma-Aldrich, A9418), 1% ITS-X (Gibco, 51500-056), 20 μM Y-27632 (Selleckchem, S1049), 7.5 μM A83-01 (Selleckchem, S2939), 100 ng/mL neuregulin-1 (NRG1, Cell Signaling Technology, 5218), 1 μM XAV-939 (Selleckchem, S1180), 0.2 μM WNT-C59 (Selleckchem, S7037), 0.5 μM PD0325901 (Selleckchem, S1036), 0.5 μM Thiazovivin (Selleckchem, S1459), 2% Matrigel (Corning, 354277), and 4% KnockOut Serum Replacement (Gibco, 10828-028). After 3 days of culture, the medium was replaced with EVT2 differentiation medium, which contained EVT1 medium but without NRG1, WNT-C59, XAV-939, PD0325901, and Thiazovivin, and with Matrigel at a final concentration of 0.5% to facilitate differentiation.

All cultures were maintained in a humidified incubator at 37 °C with 5% CO₂, and cells were monitored daily for morphological changes indicative of STB and EVT differentiation. Differentiated cells were collected on Day 6 for further analysis, including RT-qPCR, immunofluorescence, and flow cytometry, to assess lineage marker expression and differentiation efficiency.

### Enzyme-linked immunosorbent assay (ELISA)

To assess the secretion of hCG, hTSCs were differentiated into STB cells as described in the STB differentiation protocol. Culture supernatants were collected on Day 6 from STB-differentiated cells and stored at −80 °C until further analysis. As a control group, undifferentiated hTSCs were maintained in TS medium, and supernatants were collected on Day 2. hCG levels in the collected supernatants were quantified using a human hCG ELISA kit (Calbiotech, Cat# ELHCG-001) according to the manufacturer’s instructions. Absorbance was measured using a microplate reader (BioTek Synergy HTX or equivalent), and hCG concentration was determined based on a standard curve. For MMP2 quantification, MMP2 levels were measured using a human MMP2 ELISA Kit (Abcam, UK) following the manufacturer’s instructions. After normalizing the results to total DNA content, DNeasy (Qiagen) was used for quantification.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

Total RNA was extracted from cultured cells using the Total RNA Purification Kit (Magen, Cat# R4111-02), following the manufacturer's protocol. The concentration and purity of the extracted RNA were assessed using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific) by measuring absorbance at 260/280 nm. Complementary DNA (cDNA) synthesis was performed using a reverse transcription kit (TOYOBO, Cat# FSQ-301), with 1 μg of total RNA as the input template. Reverse transcription was carried out in a 20 μL reaction volume, following the manufacturer's instructions. Quantitative PCR was conducted using ChamQ SYBR qPCR Master Mix (Vazyme, Cat# Q311-02) on a CFX96 Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA). The reaction volume for each PCR was 10 μL, consisting of 5 μL of ChamQ SYBR qPCR Master Mix, 0.4 μL of each primer (10 μM), 1 μL of cDNA template, and 3.2 μL of nuclease-free water. Primer sequences used for RT-qPCR are provided in Supplementary Table 1. Gene expression levels were normalized to GAPDH, which served as an endogenous control. Relative gene expression levels were calculated using the 2^−ΔΔCt^ method.

### Immunofluorescence analysis

For immunofluorescence analysis, cells were cultured on glass coverslips placed in 24-well plates and allowed to adhere under standard culture conditions (37 °C, 5% CO₂, humidified incubator). Cells were then fixed with 4% paraformaldehyde (PFA, Sigma-Aldrich, P6148) in phosphate-buffered saline (PBS) for 20 min at room temperature (RT). Following fixation, cells were permeabilized using 0.3% Triton X-100 (Sigma-Aldrich, T8787) in PBS for 10 min at RT. To minimize non-specific antibody binding, cells were blocked with a blocking buffer containing 0.3% Triton X-100 and 10% goat serum (Sigma-Aldrich, G9023) in PBS for 1 h at RT. After blocking, cells were incubated with primary antibodies against anti-TEAD4 (ab58310; Abcam, USA), anti-CGB (ab9582; Abcam, USA), anti-SDC1 (ab34164; Abcam, USA), anti-KRT7 (ZM-0071; ZSGB-BIO), anti-TP63 (13,109; Cell Signaling Technology), anti-HLA-G (NB500-314; Novus Biologicals), anti-Oct-3/4 (sc-5279; Santa Cruz, USA), anti-Gata3 (5852; Cell Signaling Technology), diluted in blocking buffer overnight at 4 °C on a rocking platform to ensure uniform antibody distribution. The following day, cells were washed three times with PBS and incubated with fluorophore-conjugated secondary antibodies for 1 h at RT in the dark to prevent photobleaching. To visualize nuclei, cells were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Sigma-Aldrich, D9542) diluted 1:5000 in PBS for 5 min at RT. After the final washes, coverslips were mounted using ProLong Gold Antifade Mountant (Thermo Fisher Scientific, P36930) and allowed to cure before imaging. Fluorescent images were acquired using a Laser Scanning Confocal Microscope (LSM 800, Carl Zeiss), and image acquisition was performed using ZEN 2012 software (Carl Zeiss, Jena, Germany). Image analysis, including quantification of fluorescence intensity and co-localization analysis, was conducted using ImageJ software (National Institutes of Health, USA).

### Western blot analysis

Total protein was extracted from TSCs using radioimmunoprecipitation assay lysis buffer. The protein sample was loaded on a 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membranes (Millipore, USA). Next, the membranes were blocked with 5% skim milk, and incubated with primary antibodies anti-MEK1/2 (1:20,000), anti-p-MEK1/2 (1:5000), anti-ERK1/2 (1:1000), anti-p-ERK1/2 (1:5000), anti-β-catenin (1:5000), anti-c-myc (1:1000), anti-CD44 (1:1000) (Abcam, UK) overnight at 4 °C, with GAPDH (Abcam, UK) as a loading control. Then the membranes were washed and cultured with the secondary antibody (1:2000) for 1 h at room temperature. The enhanced chemiluminescence (ECL) detection kit (Beyotime, PR China) was used for the visualization of the immunobands.

### Flow cytometry analysis

Cells were dissociated into single-cell suspensions using Accutase (Sigma-Aldrich) and incubated at 37 °C for 5–10 min with gentle pipetting to ensure uniform dissociation. Cells were then centrifuged at 300 × g for 5 min, washed once with PBS, and resuspended in 200 μL of 4% paraformaldehyde (BD Biosciences) to fix the cells at room temperature in the dark for 20 min. After fixation, cells were permeabilized by adding pre-cooled 1 × permeabilization solution (BD Biosciences), prepared from 10 × stock solution, and incubated at 4 °C for 10 min. Following permeabilization, cells were resuspended in PBS containing 1% BSA and incubated with primary antibodies for 30 min at 37 °C with gentle agitation. After primary antibody incubation, cells were washed three times with PBS containing 1% BSA and incubated in the dark with fluorescently conjugated secondary antibodies for 30 min at room temperature. After staining, cells were washed again three times with PBS to remove excess secondary antibody and then resuspended in 500 μL of PBS for analysis. Flow cytometry was performed using a BD Accuri C6 Plus Flow Cytometer (BD Biosciences), and at least 10,000 gated events were collected per sample. Data were analyzed using FlowJo software (FlowJo, BD Biosciences), with fluorescence compensation and gating strategies optimized based on fluorescence-minus-one (FMO) controls and unstained controls.

### Apoptosis and EdU proliferation analysis

#### Apoptosis assay

Apoptosis analysis was performed using the FITC Annexin V/PI Apoptosis Detection Kit (KeyGEN, KGA108) according to the manufacturer’s protocol. Cells were dissociated into single-cell suspensions using Accutase (Sigma-Aldrich, A6964) and collected by centrifugation at 300 × g for 5 min at 4 °C. The supernatant was discarded, and cells were resuspended in 70% ethanol and fixed overnight at 4 °C to allow permeabilization for subsequent staining. After fixation, cells were centrifuged at 300 × g for 5 min, the ethanol was removed, and cells were washed twice with PBS. 100 µL of RNase A (100 µg/mL, Sigma-Aldrich, R6513) was added to each sample and incubated at 37 °C for 30 min to degrade residual RNA that could interfere with propidium iodide (PI) staining. Following RNase treatment, 400 µL of PI (50 µg/mL, Sigma-Aldrich, P4170) was added to each sample and incubated at 4 °C in the dark for 30 min to stain DNA. After staining, cells were resuspended in 500 µL of Annexin V Binding Buffer and immediately analyzed using a BD Accuri C6 Plus Flow Cytometer (BD Biosciences). A minimum of 10,000 events were collected per sample, and apoptotic populations (Annexin V-positive, PI-negative for early apoptosis; Annexin V-positive, PI-positive for late apoptosis) were quantified using FlowJo software (BD Biosciences). Unstained and fluorescence-minus-one (FMO) controls were used to establish proper gating parameters.

#### EdU proliferation assay

Cell proliferation was assessed using the Click-iT Plus EdU Pacific Blue Flow Cytometry Assay Kit (Thermo Fisher Scientific) following the manufacturer’s protocol. Briefly, TSCs cells were seeded in differentiation medium containing 10 μM 5-ethynyl-2′-deoxyuridine (EdU) for 3 h. A negative control group was cultured in medium without EdU under identical conditions. After EdU incorporation, cells were dissociated into single cells using Accutase, collected by centrifugation at 300 × g for 5 min, and fixed in Fixation/Permeabilization buffer (BD Biosciences) for 20 min at room temperature. Cells were then permeabilized using Permeabilization Buffer (BD Biosciences) at 4 °C for 10–15 min to allow intracellular staining. For EdU detection, cells were incubated in a reaction buffer containing CuSO₄ and Alexa Fluor 647 azide for 1 h at room temperature in the dark to facilitate click chemistry-based fluorescent labeling of incorporated EdU. Finally, samples were washed, resuspended in PBS, and analyzed using a BD Accuri C6 Plus flow cytometer (BD Biosciences). Data were processed using FlowJo software, and appropriate gating strategies were applied to exclude debris and doublets.

### RNA sequencing and data analysis

Total RNA was extracted from two independent biological replicates using the TRIzol reagent (Invitrogen) following the manufacturer's protocol. RNA integrity was assessed using an Agilent 2100 Bioanalyzer to ensure high-quality RNA (RNA integrity number, RIN > 7.0) before proceeding with library preparation. For RNA sequencing library construction, RNA was sheared and purified using the TruSeq RNA Sample Preparation Kit v2 (Illumina), followed by reverse transcription into double-stranded cDNA (ds-cDNA). The cDNA was purified using the QIAquick Gel Extraction Kit (QIAGEN) and AMPure XP beads (Beckman Coulter) to obtain DNA fragments of 250–300 bp in length. DNA concentrations were quantified using the dsDNA HS Assay Kit on a Qubit 2.0 Fluorometer (Thermo Fisher Scientific), ensuring a minimum concentration of 1 ng/μL. Sequencing libraries were prepared and subjected to paired-end sequencing on an Illumina NextSeq 500 platform (Mid Output Kit v2) following standard sequencing protocols.

To analyze TSC marker expression, raw sequencing reads underwent quality control and preprocessing. Illumina sequencing adapters were trimmed using BBDuk (BBMap v37.87) with parameters specified in the Lexogen data analysis protocol. High-quality reads were aligned to the human reference genome (GRCh38/hg38) using RSEM with the Bowtie2 aligner. Gene expression levels were normalized using EDASeq and read counts per gene were calculated using SAMtools (v1.3.1) and HTSeq-count (v0.6.0). Genes with a mean count of less than 20 across all samples were removed to reduce noise. Differentially expressed genes (DEGs) were identified using edgeR, applying the following significance thresholds: *p* < 0.01, log fold change (LogFC) > 0.1, and an expression difference (pct1—pct2) > 0.05. Spearman’s correlation analysis was performed to examine overall gene expression patterns.

To investigate the biological significance of the identified DEGs, Gene Ontology (GO) term analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were conducted using the ClusterProfiler package (version 3.6.0, R Bioconductor). Heatmaps were generated using the pheatmap package (version 1.0.10, R Bioconductor) to illustrate gene expression patterns, while volcano plots were created using ggplot2 (version 2.2.1, R Bioconductor) to visualize significantly differentially expressed genes. All computational analyses were performed in R (version 4.1.0) and Python (version 3.8).

### Assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-Seq) analysis

ATAC-Seq was performed to assess chromatin accessibility following the protocol provided by the ATAC-Seq Assay Library Construction Kit (Vazyme, Cat# TD502-02). Cells were harvested and processed according to the manufacturer’s instructions. Transposase-mediated tagmentation was conducted to fragment open chromatin regions, and DNA libraries were prepared using the TruePrep DNA Library Preparation Kit V2 for Illumina (Vazyme, Cat# TD503-01). Constructed ATAC-Seq libraries were quantified using a Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, Q32851) and validated for appropriate fragment size distribution using an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA). High-quality libraries were sequenced on an Illumina NextSeq 500 platform, generating paired-end 75-bp reads.

Raw sequencing reads underwent quality control (QC) filtering using FastQC (v0.11.9) to assess read quality, adapter contamination, and duplication rates. High-quality reads were trimmed using Cutadapt (v1.13) to remove adapter sequences and low-quality bases. For genome alignment, trimmed reads were mapped to the human reference genome (UCSC hg38) using Bowtie2 (v2.2.5) with default parameters optimized for ATAC-Seq analysis. Mapped reads were further processed by SAMtools (v1.3.1) for sorting and indexing, followed by de-duplication using Picard Tools (v1.90) to remove PCR duplicates and ensure data accuracy. To identify open chromatin regions, peak calling was performed using MACS2 (v2.2.7.1) with the callpeak function, and the bdgcmp function was applied to remove duplicate reads and improve peak specificity. Differential peak analysis between conditions was conducted using MACS2 bdgdiff, allowing for the identification of chromatin regions with significant accessibility differences.

Signal intensity heatmaps and read density profiles were generated using DeepTools (v2.4.2) to visualize global chromatin accessibility patterns. Motif enrichment analysis was performed using HOMER (v4.11) to identify transcription factor binding motifs enriched in open chromatin regions. To investigate the biological significance of differential chromatin accessibility, Gene Ontology (GO) term enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were performed using ClusterProfiler (v3.6.0). Statistical significance was determined using Benjamini–Hochberg multiple testing correction, with a false discovery rate (FDR) < 0.05 considered significant. All computational analyses were conducted using R (v4.1.0) and Python (v3.8) to ensure reproducibility and robustness in data interpretation.

### Statistical analysis

For all experiments, at least three independent biological replicates were performed to ensure reproducibility and statistical robustness. Statistical analyses were conducted using SPSS 22.0 (IBM, Armonk, NY, USA) and GraphPad Prism 9.0 (GraphPad Software, San Diego, CA, USA). Data are presented as mean ± standard error of the mean (SEM) unless otherwise specified. For comparisons between two groups, statistical significance was assessed using an unpaired two-tailed Student’s t-test. For multiple group comparisons, one-way analysis of variance (ANOVA) followed by Tukey’s post hoc test was applied to determine significant differences. All statistical tests were performed under parametric assumptions, and data distribution normality was verified using the Shapiro–Wilk test. For non-normally distributed data, appropriate non-parametric tests, such as the Mann–Whitney U test for two-group comparisons and the Kruskal–Wallis test for multiple groups, were applied. A *p*-value < 0.05 was considered statistically significant, with significance levels indicated as follows: (*) *p* < *0.05*, (**) *p* < *0.01*, and (***) *p* < *0.001*.

## Supplementary Information

Supplementary Material 1. Fig. S1: PD0325901 enhances the induction of GATA3^+^ cells. Fig. S2: Derivation of hTSCs from UH10 hiPSCs using YP medium. Fig. S3: Impact of WNT signaling on the derivation of hTSCs using YP medium.

Supplementary Material 2. 

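The primers of the RT-qPCR assays were searched as exact sequences in the human transcripts of GENCODE release 44, on GRCh38, to show which transcripts each pair can report. Of the placental genes, the GATA3 pair bounds 138 bases of GATA3, the TP63 pair 173 bases of TP63, the TFAP2C pair 112 bases of TFAP2C, the GCM1 pair 81 bases of GCM1 and the HLA-G pair 83 bases of HLA-G. The CGB pair, for the beta subunit of chorionic gonadotropin, matches transcripts of 7 genes of that cluster, CGB1, CGB2, CGB3, CGB5, CGB7, CGB8 and a gene listed only by its identifier, so its value is a sum over them. The OCT4 pair matches POU5F1 and the retrogene POU5F1B, the NANOG pair NANOG and NANOGP8, and the GAPDH pair GAPDH and GAPDHP71. The MYB1 pair matches transcripts of MYB, with a product of 94 bases, and of no other gene. For EGFR the forward and reverse primers are listed with the same sequence, which matches the sense strand of 7 EGFR transcripts, so the pair as listed bounds no product. The ELF5 reverse primer and the EPCAM forward primer have 0 exact matches in the expected orientation. The KRT7 forward primer matches 2 transcripts of KRT7, and its reverse primer matches 6 transcripts of KRT6A, KRT6B and KRT6C and none of KRT7, so no transcript matches both. An exact search does not find a site with a mismatch, and genomic DNA was not searched.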

Table 1: List of primers for RT-qPCR assay.

## Data Availability

The datasets (GSE118808, GSE144994, GSE166401, GSE192917, GSE135696) analyzed in this study were available from the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi). The RNA-seq and ATAC-seq data have been deposited in the GEO database under the accession code GSE306221 (Enter token cvkpqkeynjqrfgj into the box).

## Abbreviations

AME: Amniotic ectoderm
ANOVA: One-way analysis of variance
ATAC-Seq: Assay for transposase-accessible chromatin with high-throughput sequencing
cDNA: Complementary DNA
CGB: Chorionic gonadotropin beta subunit
DEGs: Differentially expressed genes
EdU: 5-Ethynyl-2'-deoxyuridine
EGF: Epidermal growth factor
EGFR: Epidermal growth factor receptor
ELISA: Enzyme-linked immunosorbent assay
ELF5: E74 like ETS transcription factor 5
EPCAM: Epithelial cell adhesion molecule
EPI: Epiblast
ERK: Extracellular signal-regulated kinase
EVT: Extravillous trophoblast
FDR: False discovery rate
FGF: Fibroblast growth factor
FOXA2: Forkhead box A2
GATA3: GATA binding protein 3
GO: Gene Ontology
hCG: Human chorionic gonadotropin
HLA-G: Human leukocyte antigen G
hPSCs: Primed human pluripotent stem cells
hTSCs: Human trophoblast stem cells
KEGG: Kyoto Encyclopedia of Genes and Genomes
KRT7: Keratin 7
MEK: Mitogen-activated protein kinase
MYB1: MYB transcription factor 1
NANOG: Nanog homeobox
OCT4: Octamer-binding transcription factor 4
PAX6: Paired box 6
PCA: Principal component analysis
PDGF: Platelet derived growth factor
RT-qPCR: Real-time quantitative polymerase chain reaction
SAVECY: SB431542, A83-01, valproic acid, epidermal growth factor, CHIR99021, Y-2763
SDC1: Syndecan 1
SEM: Standard error of the mean
SOX1: SRY-box transcription factor 1
SOX2: SRY-box transcription factor 2
SOX17: SRY-box transcription factor 17
STB: Syncytiotrophoblast
TE: Trophectoderm
TFAP2C: Transcription factor AP-2 gamma
TFAP2A: Transcription factor AP-2 alpha
TGF-β: Transforming growth factor-beta
TP63: Tumor protein p63
WNT: Wingless/Integrated

# Supplementary material for: Transient inhibition of MEK/ERK and WNT pathways enhances direct differentiation of primed hPSCs into functional trophoblast stem cells
**Source:** Cell Regen. 2026 Jan 20;15:4. doi: 10.1186/s13619-025-00261-x
**Supplement:** Supplementary file 1 — Supplementary Material 1. Fig. S1: PD0325901 enhances the induction of GATA3+ cells. Fig. S2: Derivation of hTSCs from UH10 hiPSCs using YP medium. Fig. S3: Impact of WNT signaling on the derivation of hTSCs using YP medium.

**Supplementary Fig. 1. PD0325901 enhances the induction of GATA3^+^ cells.** A. Cells were treated with YP medium for 1 day, 2 days, 3 days, and 4 days. Next, the YP medium was changed to TS medium, and cells were further cultured for 5 days and 10 days. Morphology of cells in different time points was recorded. Scale bar: 200 μm. B. RT-qPCR analysis of pluripotency (OCT4, SOX2), trophoblast (ELF5, GATA3, KRT7, TP63, TFAP2C), and epithelial (EPCAM) markers in YP-derived hTSCs. Error bars represent mean ± SD (n = 3). C. Immunostaining for OCT4 and GATA3 on Days 5 and 10 under TS, TPD, and YP conditions. Scale bar: 50 μm. D. Western blot analysis of MEK/ERK proteins under TS, TPD, and YP conditions. E. RT-qPCR of TSC markers (GATA3, KRT7, EGFR, TP63) under single-factor induction protocols. F. Cell cycle analysis of hTSCs across experimental groups. *P < 0.05, **P < 0.01, ***P < 0.001.

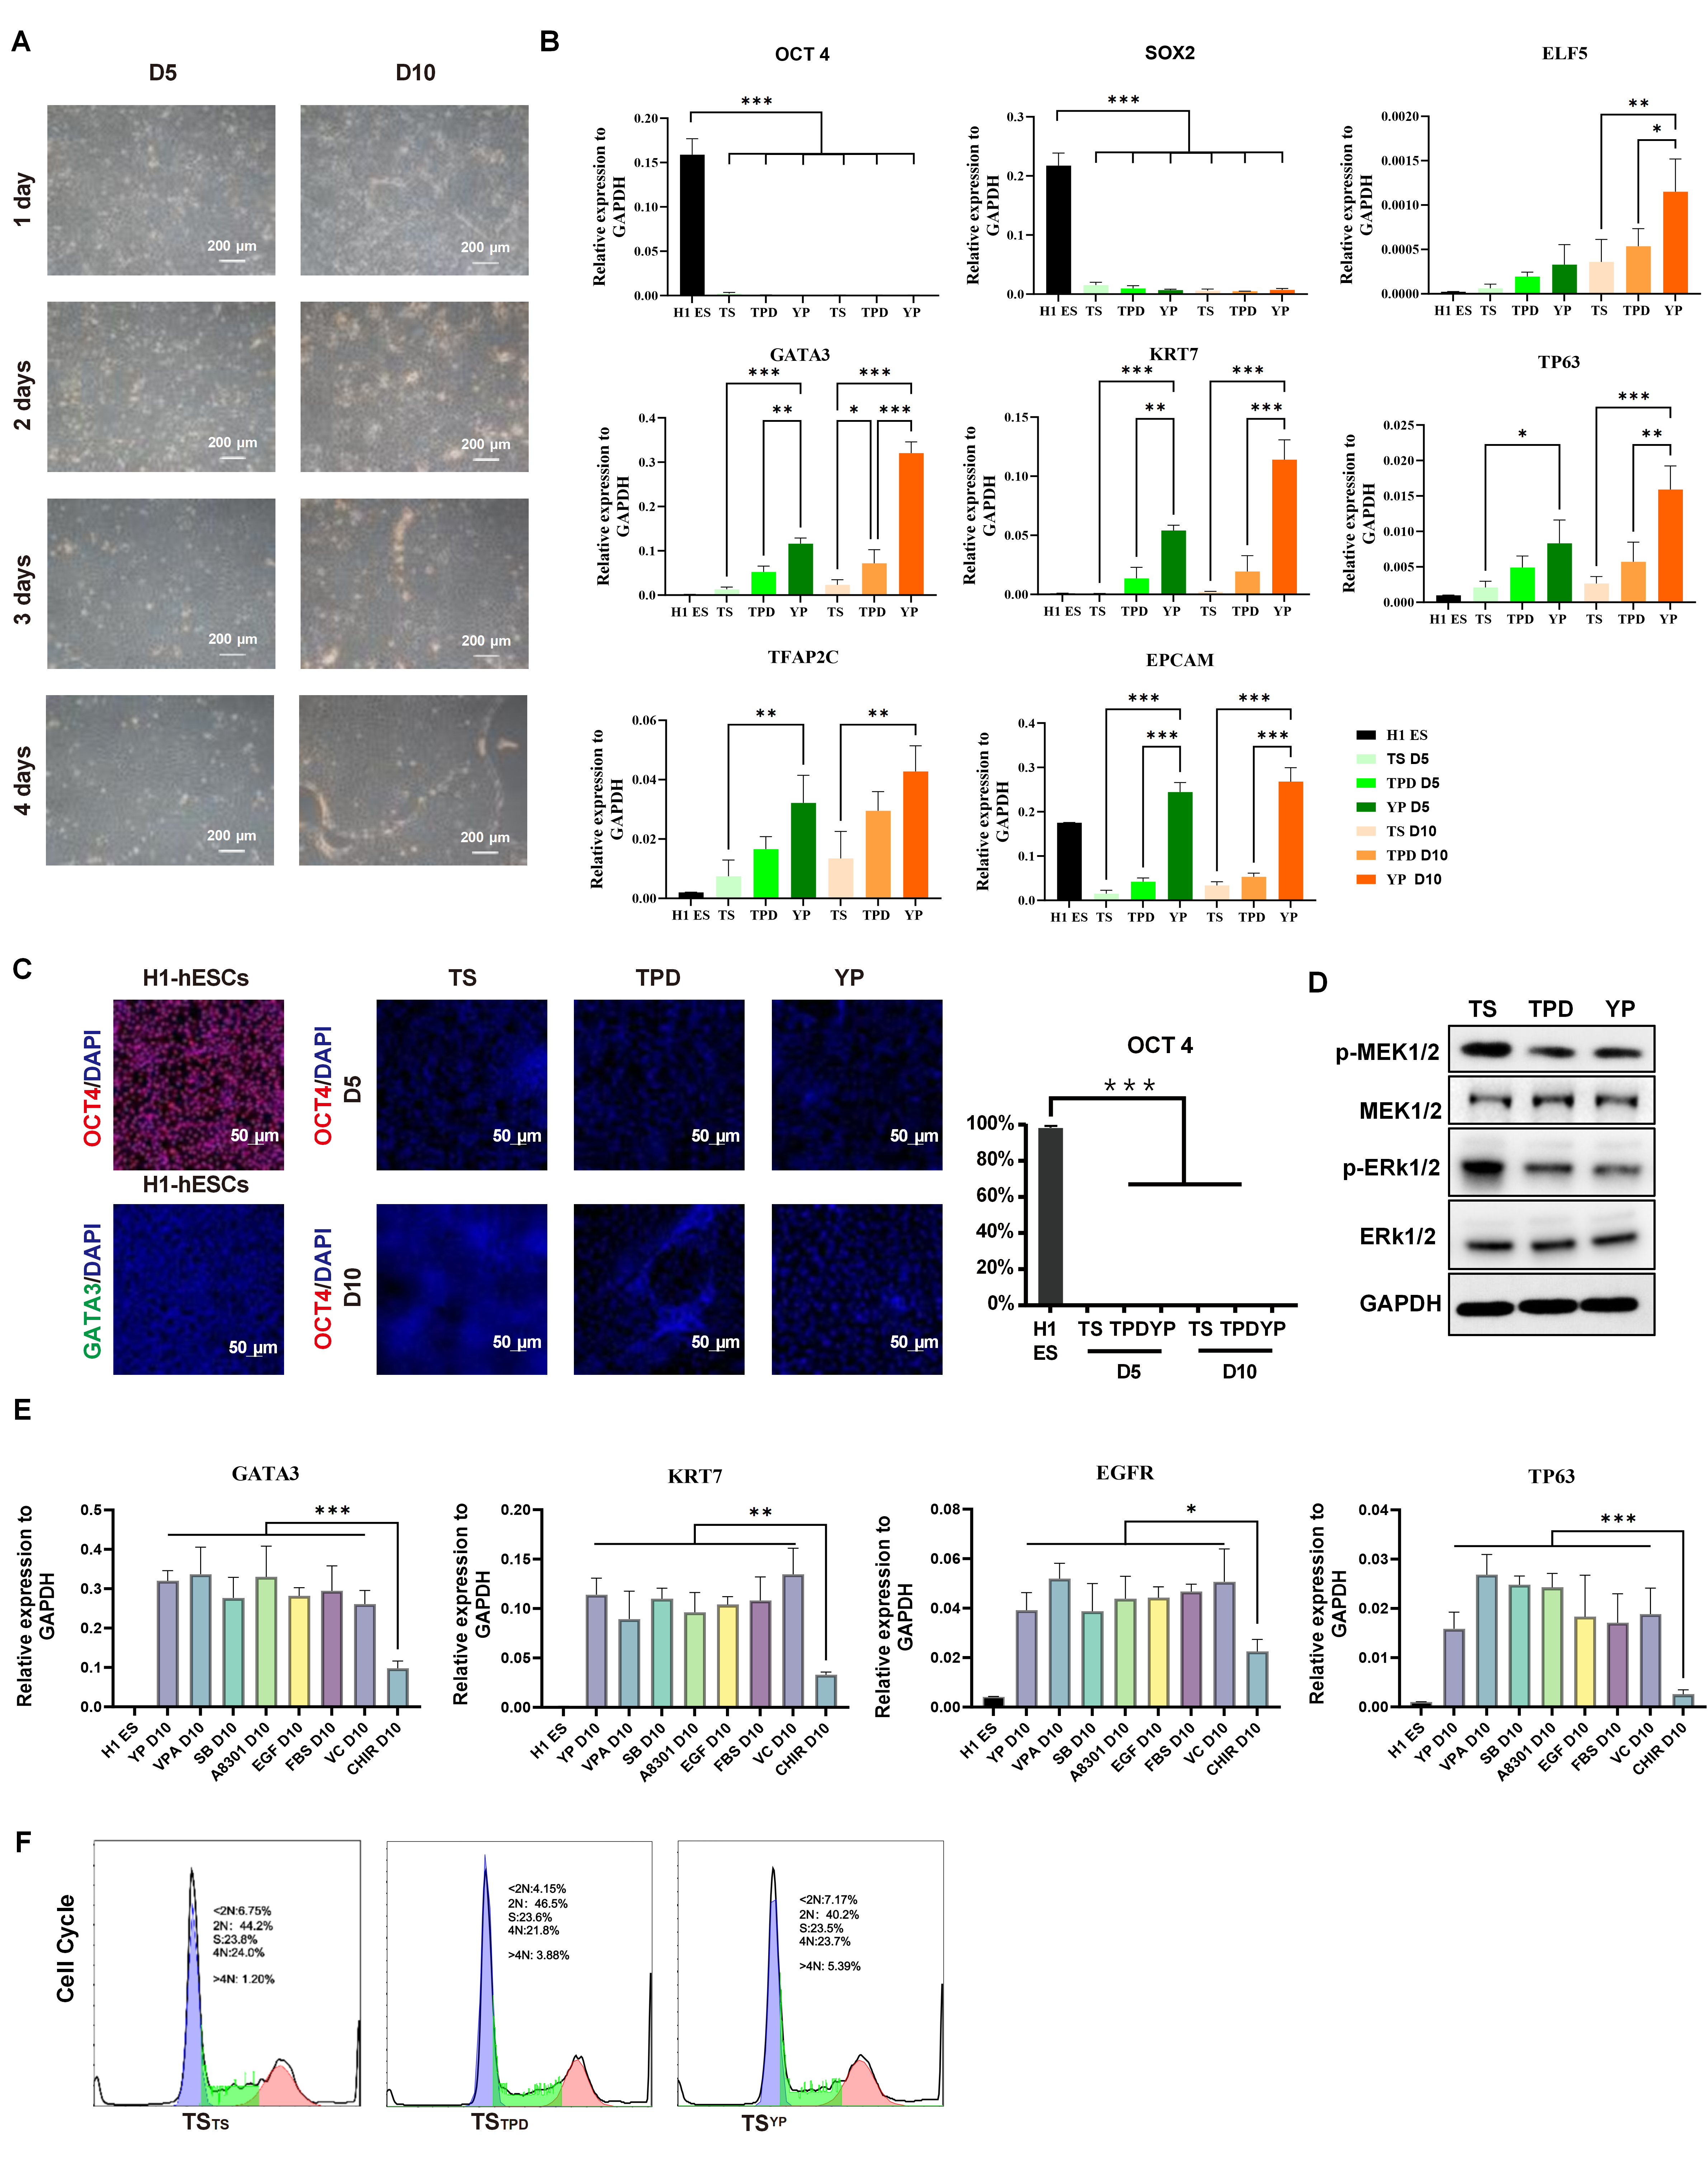

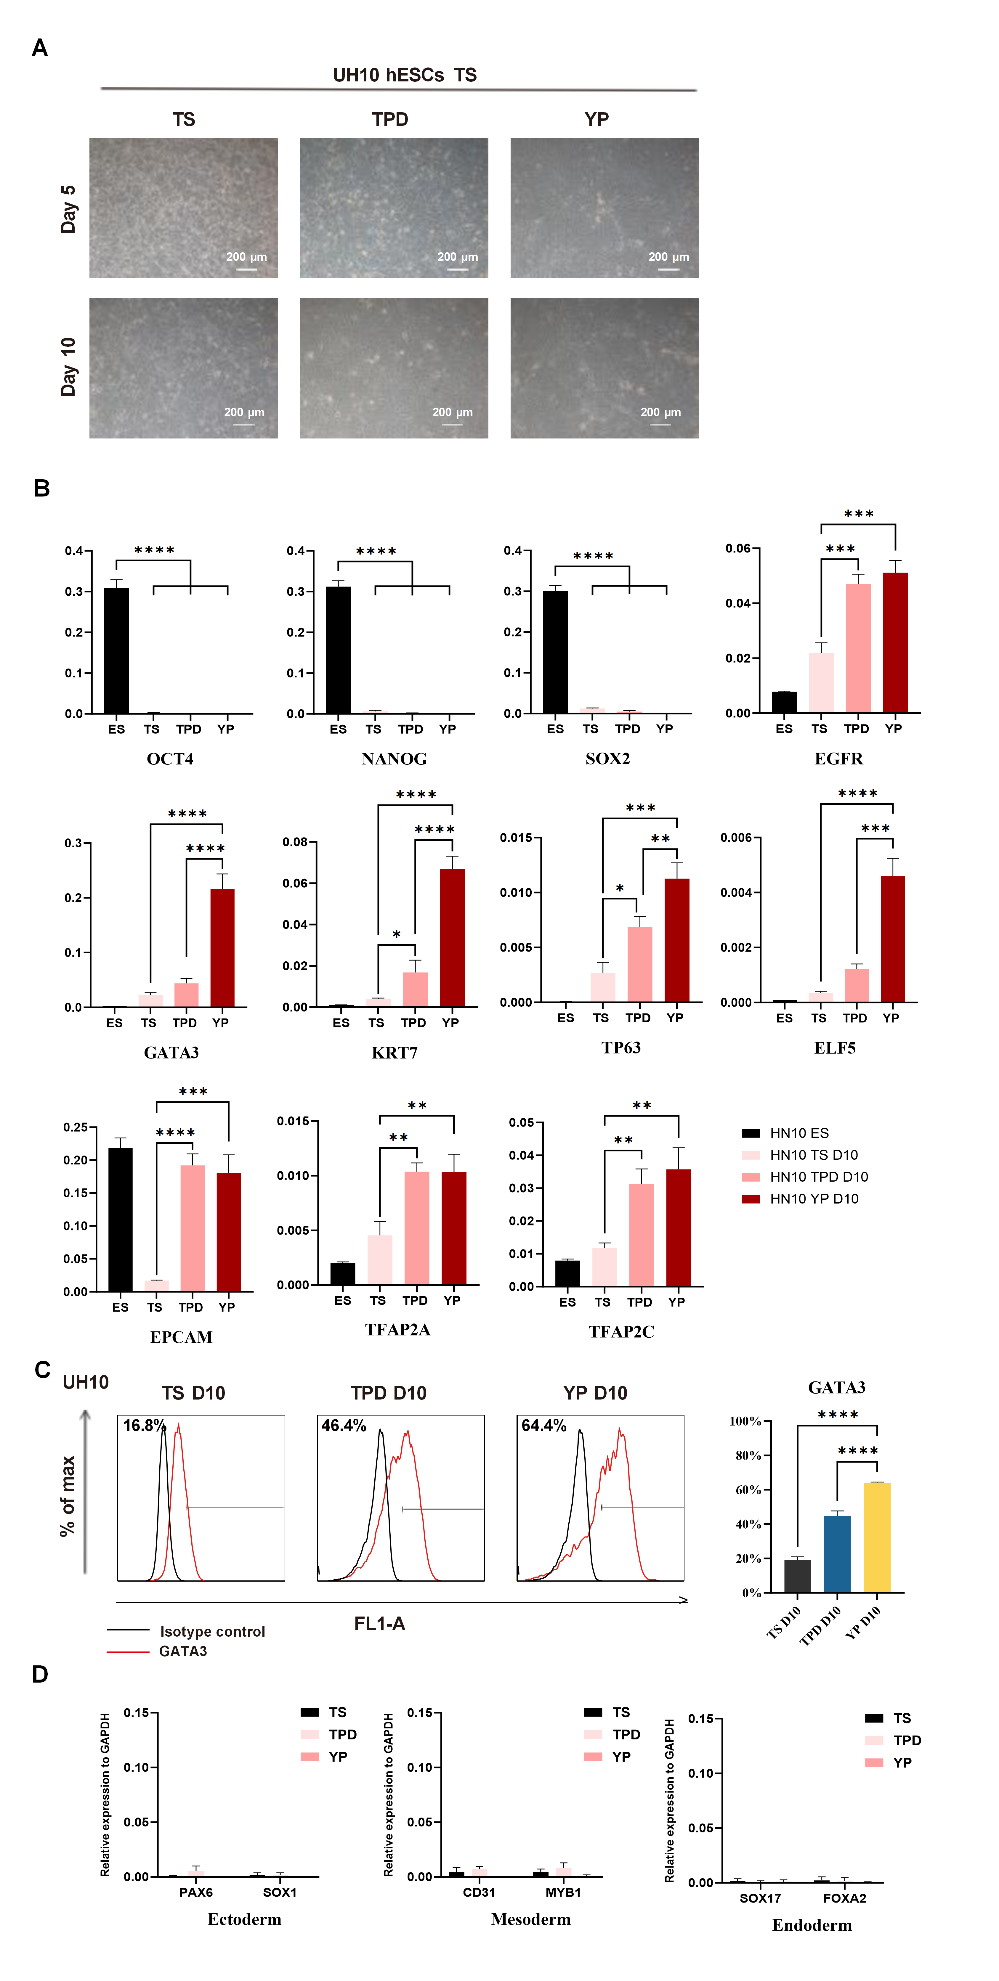

**Supplementary Fig. 2**. **Derivation of hTSCs from UH10 hiPSCs using YP medium.** A. Morphology of UH10 hiPSC-derived cells on Days 5 and 10 under TS, TPD, and YP conditions. Scale bar: 200 μm. B. RT-qPCR analysis of pluripotency (OCT4, NANOG, SOX2), trophoblast (ELF5, GATA3, KRT7, TP63, TFAP2A, TFAP2C, EGFR), and epithelial (EPCAM) markers in hiPSC-derived hTSCs. Error bars: mean ± SD from three replicates. C. Flow cytometry of GATA3⁺ cells in UH10-derived hTSCs under each condition. D. RT-qPCR analysis of expression of marker genes for the three germ layers, including PAX6/SOX1 (ectoderm), CD31/MYB1 (mesoderm), and SOX17/FOXA2 (endoderm) under TS, TPD, and YP conditions. *P < 0.05, **P < 0.01, ***P < 0.001.

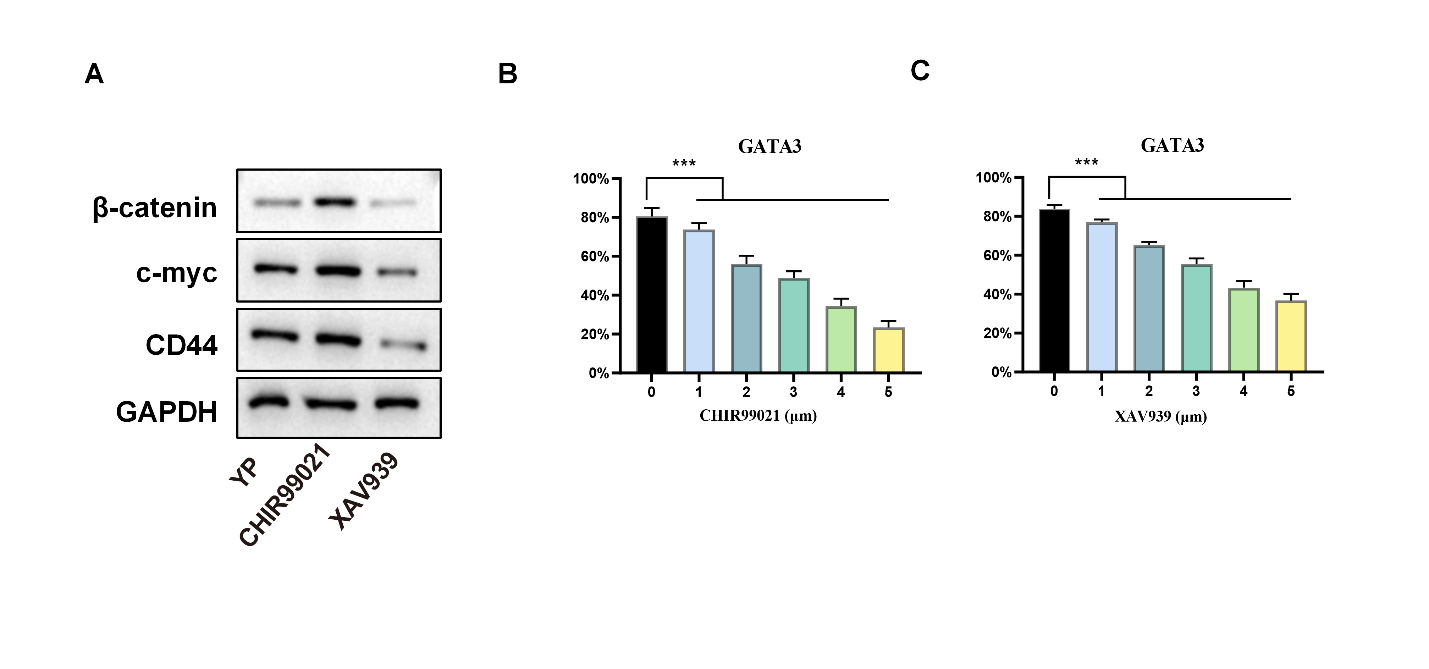

**Supplementary Fig. 3**. **Impact of WNT signaling on the derivation of hTSCs using YP medium.** A. Western blot analysis validated the activation and inhibition of WNT signaling under activator (CHIR99021) or inhibitor (XAV939) treatment. B-C. Flow cytometry analysis of GATA3⁺ cells under treatment with different concentrations of CHIR99021 or XAV939 in YP medium. ***P < 0.001.

# Supplementary material for: Transient inhibition of MEK/ERK and WNT pathways enhances direct differentiation of primed hPSCs into functional trophoblast stem cells
**Source:** Cell Regen. 2026 Jan 20;15:4. doi: 10.1186/s13619-025-00261-x
**Supplement:** Supplementary file 2 — Supplementary Material 2. Table 1: List of primers for RT-qPCR assay.

**Supplementary Table 1. List of primers for RT-qPCR assay.**

| **Gene** | **Forward (5’-3’)** | **Reverse (5’-3’)** |
| --- | --- | --- |
| GATA3 | GCTTCACAATATTAACAGACCC | TTAAACGAGCTGTTCTTGGG |
| KRT7 | TGTGGATGCTGCCTACATGAGC | CAATCTCCTGCTTGGTGTTGCG |
| TP63 | GCCCCTCCTAGTCATTTGAT | ATCCCTCCAACACAACTGCT |
| OCT4 | GAGAACCGAGTGAGAGGCAACC | CATAGTCGCTGCTTGATCGCTTG |
| SOX2 | GCCGAGTGGAAACTTTTGTCG | GGCAGCGTGTACTTATCCTTCT |
| ELF5 | GATCTGTTCAGCAATGAAG | GGTCTCTTCAGCATCATTG |
| TFAP2C | TCAGTCCCTGGAAGATTGTCG | CCAGTAACGAGGCATTTAAGCA |
| EPCAM | CTCCACGTGCTGGTGTGT | TGTTTTAGTTCAATGATGATCCAGTA |
| EGFR | AACTGTGAGGTGGTCCTTGG | AACTGTGAGGTGGTCCTTGG |
| NANOG | CTCCAACATCCTGAACCTCAGC | CGTCACACCATTGCTATTCTTCG |
| PAX6 | TGGAGTGTACTGAGGAATCTG | AAGGAGTTGCTGGTGAGAG |
| SOX1 | CACCCGGATTACAAGTACC | TACTTGTCCTTCTTGAGCAG |
| CD31 | GAGAAGAAAGAATCCTTCTCTACAC | TAATGTGGAGCTGAGCTCC |
| MYB1 | AATGTCTCCAGTCATGTTCC | TATAGTGTCTCTGAATGGCTG |
| SOX17 | TGAACGCTTTCATGGTGTG | TGTGCAGGTCTGGATTCTG |
| FOXA2 | CGAGTTAAAGTATGCTGGGAG | GTTCATGTTGCTCACGGAG |
| CGB | GTCAACACCACCATCTGTG | TAGTTGCACACCACCTGAG |
| GCM1 | TGAAGAAAGTGAACACAGCA | TTTCACCTGGAAGAGACCT |
| ENDOU | GTGTAGTGACCACGAGGTC | CTGTAGATCTTCTCAGAGATGCT |
| HLA-G | TGAGATGGAAGCAGTCTTC | AGTGACTACAGCTGCAAGG |
| GAPDH | GTCTCCTCTGACTTCAACAGCG | ACCACCCTGTTGCTGTAGCCAA |

How the deposited data were processed for this re-analysis (not part of the article)

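RNA-seq was analysed for 14 libraries in 7 groups of 2: H1 hESCs (H1-ES), cells on Day 10 of induction under TS, TPD and YP conditions, cells on Day 5 under TS and YP conditions, and the expanded line TS-YP. According to the methods, RNA came from 2 independent biological replicates, libraries were made with a TruSeq RNA kit, which does not keep the strand, adapters were trimmed with BBDuk, reads were aligned to GRCh38 (hg38) with RSEM and Bowtie2, and SAMtools 1.3.1 and HTSeq-count 0.6.0 gave counts per gene. The deposited counts were made by the authors with these steps and are whole numbers for 78932 gene IDs. The methods also name EDASeq normalization, which the deposited counts do not carry. The annotation release is not given in the paper's text, and of the gene IDs 50725 were found in GENCODE release 44, 50716 of them with the same coordinates.

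Total counts ran from 9700607 to 17840904 per library. TMM factors were computed in edgeR 4.0.16 (R 4.3.3), and the quasi-likelihood model with 1 coefficient per group was fitted to the 15538 genes with a mean count of at least 20 over all libraries. The common dispersion was 0.0143, with 7 residual degrees of freedom, so the spread is pooled over groups and moderated over genes. Comparisons were made between the 3 Day 10 groups, between each of these and H1-ES, between YP and TS on Day 5, between TS-YP and H1-ES or YP D5, and between the YP against TS effects of Day 10 and Day 5. In each, p-values were adjusted by Benjamini and Hochberg's method over all genes tested, and genes were called at an adjusted p under 0.01 with a log2 fold change beyond 0.1. The paper states p under 0.01 and a log fold change above 0.1, with a minimum difference in percent of expressing cells that bulk libraries do not give. CPM were computed with the TMM library sizes, log2 CPM with a prior count of 2. On simulated counts with 100 genes changed at each size, edgeR called 71 at a log2 change of 1 and 97 at a log2 change of 2, with 3 false calls. On the same counts camera called a raised list and 0 of 26 random lists. There all other genes were unchanged and each gene was drawn independently. In the data, 8481 of 15538 genes were called for YP D10 against TS D10, and genes can vary together. The simulation therefore does not give the error rates of the data.

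Gene lists were tested by camera of limma 3.58.1 with a preset correlation of 0.01, and a list was called at an adjusted p under 0.05 over the 26 lists. Genes were named by a fixed rule: every gene the paper names, the 10 highest and 10 lowest log2 fold changes of YP D10 against TS D10 and the 5 highest and 5 lowest of the other comparisons among called genes of mean log2 CPM at least 3 with both libraries of a group above both of the other, and up to 4 called members of each list with the largest change. Genes named outside it are said to be so. The replicate numbers do not pair the libraries: deviations of libraries with the same number correlated at -0.138 to 0.234 over 21 pairs of groups, and the number was used as a block only as an alternative. Principal components and the similarity to TS-YP were computed on log2 CPM. The Day 5 correlations were computed on log2(CPM + 1), with CPM by total counts and without TMM factors. Both used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Primers were searched as exact sequences in GENCODE release 44 transcripts.

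Alternatives were other scaling factors (DESeq2's and upper-quartile), DESeq2 1.42.0's Wald test, no filter or edgeR's filterByExpr, only the groups compared or only the libraries of the same series, other thresholds, a replicate block, each library left out in turn, and for the lists an estimated correlation. A fit without the 16 mitochondrial genes was added after the data were seen. Levels of XIST and Y-linked genes were left out of the tables of genes. The ATAC-seq libraries and the published samples that the paper compares with were not analysed. Counting intervals and lower bounds cover counting error only.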

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

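The tests of explanations in these paragraphs were chosen after the result was seen, except the test on a second list of ERK response genes, whose members and prediction were written first. The test of gene lists on the difference between days was not set in advance.

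The effect of YP against TS differed between Day 10 and Day 5 in 3163 genes by edgeR's test of the difference itself, 1757 of them with a higher log2 fold change on Day 10 and 1406 with a lower one. With upper-quartile scaling the split was 1548 higher and 1656 lower, so the side with more genes depends on the scaling. Of all genes tested, 336 were called in opposite directions, 198 higher in YP on Day 10 and lower on Day 5, and 138 the reverse. CDX2, a homeobox transcription factor, was at 27.2 ± 2.11 CPM in YP D10, 0.635 ± 0.553 in TS D10, 13.6 ± 1.24 in YP D5 and 137 ± 1.42 in TS D5, a difference of log2 fold changes of 8.78 (standard error 0.37, adjusted p = 3.49e-12). On Day 5, 17 of 22 genes of the cytotrophoblast and TSC list, which holds CDX2, were higher in YP and 2 lower. CDX2 alone therefore does not place TS D5 nearer to trophoblast than YP D5. In the epithelial junction list 20 of 26 genes had a higher log2 fold change on Day 10 and 1 a lower one (24 higher when adjusted over the list alone, camera adjusted p = 1.55e-14 and 0.0107 with an estimated correlation). CDH1 was at 399.7 ± 17.2 CPM in TS D5 and 1.95 ± 0.771 CPM in TS D10, and at 898 ± 45.4 CPM and 971 ± 23.6 CPM in YP, a difference of 7.77 (standard error 0.23, adjusted p = 4.84e-14). APCDD1, a WNT target, differed by -6.77 (standard error 0.23, adjusted p = 2.13e-13). Each effect was measured within a library series, so a series effect shared by YP and TS cancels in this difference. Each day was sampled in 1 series, so a series effect that differs between YP and TS would not cancel.

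In TS D10, 10 of 39 HOX genes were called higher than in H1-ES and none lower, a group of genes the paper does not discuss. The other 29 had too few counts to test. A gene near 0 in H1-ES passes the filter on the mean count where another group transcribes it, so the 10 were in part selected by the change, and no test of the list is given. With no filter, 16 of 34 HOX genes with at least 1 count were higher and 0 were lower. HOXA2 was at 25.5 ± 1.08 CPM and 0 in H1-ES (at least 157-fold higher), and HOXB9 at 21.9 ± 0.931 CPM and 0 (at least 134-fold higher). With no filter, TPD D10 was lower than TS D10 in 14 of these 34 and higher in 0, and YP D10 was lower in 10 and higher in 1. Of the 10 that passed the filter, 6 were also higher than in H1-ES in YP D10, 6 in TS-YP and 2 in TPD D10, and 0 were lower. A gene near 0 in H1-ES can hardly be called lower than there.

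In TPD D10, 8 of 18 MEK/ERK target genes were lower than in both TS D10 and YP D10 (44.4%), against 288 of 15538 genes tested (1.85%). They were DUSP6, DUSP4, SPRY2, SPRY4, SPRED2, ETV4, ETV5 and EGR1. Of all genes tested, 830 were higher in TPD D10 than in both groups, and of the 18 targets 0. The phosphatase gene DUSP6 was at 0.287 ± 0.0214 CPM in TPD D10, 4.42 ± 0.545 in YP D10 and 26.1 ± 0.784 in TS D10, and EGR1, an immediate early gene, at 1.05 ± 0.645, 210.3 ± 9.18 and 118 ± 4.2. The list was lower in TPD D10 than in TS D10 (camera adjusted p = 2.11e-05 and 0.0344 with an estimated correlation) and higher in YP D10 than in TPD D10 (camera adjusted p = 7.3e-06 and 0.0278 with an estimated correlation). A mixture of TS-like and YP-like cells would leave each gene between both groups, and these 8 genes argue against it. Inhibition left over from the 3-day induction and shared by TPD and YP would lower the genes in both groups. In YP D10, 8 of 18 were lower than in TS D10, among them DUSP6, DUSP4, ETV4, ETV5 and SPRED2, and 7 were higher (camera adjusted p = 0.685 and 0.789 with an estimated correlation), while 12 of 18 were higher than in TPD D10. The members of the list go both ways in YP D10, so this explanation stays open. MEK inhibition in TPD cells at harvest may explain the pattern, although the protocol removes PD0325901 after 3 days. In the second list 5 of 15 genes measured (33.3%), EGR2, IER2, VGF, SPRED3 and NR4A1, were lower in TPD D10 than in both groups, and 1, HBEGF, was higher than in both, at 105 ± 5.29 CPM in TPD D10, 11.2 ± 1.35 in TS D10 and 4.64 ± 0.683 in YP D10. FOSB, LIF and ETS2 were also higher in TPD D10 than in TS D10. The count of 5 lies between the bounds set for and against this explanation, so it stays open. Of the 18 targets, 12 were lower in TPD D10 than in TS D10 and 4 were higher, DUSP5, FOS, IER3 and PHLDA1. DUSP5 was at 36.5 ± 5.02 CPM in TPD D10 and 18.1 ± 2.54 in TS D10, and PHLDA1 at 47.4 ± 8.46 and 17.9 ± 0.957. The paper also blotted MEK/ERK proteins under TS, TPD and YP conditions (Fig. S1D), at a time that its legend does not state, and the blot was not used here. A lower response to EGF in these cells was not tested.

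In YP D10, 15 of 15 amnion-list genes measured were higher than in H1-ES (camera adjusted p = 5.96e-10 and 0.00511 with an estimated correlation). The study compares its cells with amnion tissue, but does not report these genes. A minor fraction of amnion-like cells that was lost when the TS-YP line was established could lower these genes. From YP D5 to TS-YP, 6 of 15 were higher and 7 were lower. Other cells can raise a gene while such a fraction is lost, and YP D5 is another day than YP D10. The 6 genes that rose therefore do not decide the question. The 7 genes that were lower in TS-YP could come from such a fraction, and for them it cannot be told apart from a change in the cells themselves. Transcription by trophoblast cells may also be the source, but only 1 gene of the list, HAND1, is in a trophoblast or placenta list used here, and no trophoblast from embryos was analysed, so this stays open.

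From YP D5 to TS-YP, 24 of 25 cell cycle genes were lower (camera adjusted p = 3.47e-10 and 0.0416 with an estimated correlation), with a median log2 fold change of -1.60. The higher share of mitochondrial counts in TS-YP could lower all other genes alike. TMM scaling removes a shift shared by all genes, so the median of all genes, -0.038, cannot test this by itself. A shift alike in all genes would leave the list level with the others. Its median of -1.60, with 24 of 25 genes lower, argues against this explanation for the list. The fit without the mitochondrial genes could hardly change the list's place among the others, so it is no further test (camera adjusted p = 3.4e-10). More syncytiotrophoblast cells, which do not divide, could lower these genes. Of 17 syncytiotrophoblast genes 8 were lower in TS-YP and 4 were higher (camera adjusted p = 0.78 and 0.96 with an estimated correlation). PGF and GCM1 were among those lower, and PSG4 and HSD3B1 among those higher. The list decides neither way, so this stays open. A slower growth of the line at harvest stays open and was not tested.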

How the results depend on the processing

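Chosen after the results were seen were the fit without mitochondrial genes and the alternatives for gene lists on the difference between days. No gene called in both a setting and the reported fit had opposite signs, but the side with more called genes changed in 8 of 10 comparisons. The share of called genes that were higher was 51.3% for YP D10 against TS D10, but 38.6% with upper-quartile scaling and 49.9% with only the groups compared. For TPD D10 against TS D10 it was 60.5% and 49.4% with upper-quartile scaling, and for the difference between days 55.5% and 48.3%. On Day 5 it was 48.6%, but 51.7% with no filter, 53.5% with only the groups compared, 54% within the series, and 51.8% and 50.8% without YP D5 replicates 1 and 2; the cause was not tested. Beyond the counts and descriptions, named genes gave 19521 values under the alternatives, of which 18915 kept direction and side of the threshold, 465 lost the call and 141 gained it, 77 of the lost ones at a log2 fold change beyond 1. Gene lists gave 780 values over 10 comparisons, of which 715 kept their side and 65 lost the call, 61 of them with an estimated correlation and 4 with a replicate block. Counts of called genes stayed within 1.5 times the reported ones except in the following. With a log2 fold change beyond 1 the count was 3136 for TPD D10 against TS D10, 3975 for YP D10 against TPD D10, 4667 for TS D10 against H1-ES, 5093 for YP D5 against TS D5 and 3782 for TS-YP against YP D5, since the threshold is stricter. At an adjusted p under 0.05 the difference between days was called in 4819 genes, since the threshold is looser. Lists called with an estimated correlation were 10 in place of 18 for TPD D10 against TS D10, 5 in place of 11 for TS D10 against H1-ES, 5 in place of 13 for TPD D10 against H1-ES, 11 in place of 18 for YP D5 against TS D5, 1 in place of 7 for TS-YP against YP D5 and 2 in place of 10 for the difference between days; the cause was not tested. The first principal component held 57.8% with the 500 most variable genes, 46.6% with scaled genes and 46.5% with no filter. The mean correlation between TS D5 and YP D5 was 0.934 without log, 0.772 with log2(count + 1) and 0.938 with no filter. The gap in similarity to TS-YP between YP D10 and TPD D10 was 0.138 with Pearson's r and 0.497 with the 2000 most variable genes; the cause was not tested. Leaving out each library in turn, with a lone library assumed to vary like the other groups, gave 6805 to 6959 called genes for YP D10 against TS D10, 3628 to 3933 for TPD D10 against TS D10, 4502 to 5079 for YP D10 against TPD D10, 5564 to 5963 for TS D10, 7273 to 7679 for TPD D10 and 7902 to 8118 for YP D10 against H1-ES, 6335 to 7894 on Day 5, 10006 to 10124 for TS-YP against H1-ES, 4505 to 5120 against YP D5, and 2290 to 4057 for the difference between days. The similarity gap was 0.106 to 0.108 with each TS-YP library left out, and no other library was left out for it. Upper-quartile scaling moved the median of all genes by -0.245 for YP D10 against TS D10, -0.124 for TPD D10 against TS D10, -0.119 for YP D10 against TPD D10, -0.167 for YP D10 against H1-ES, -0.146 on Day 5 and -0.108 for TS-YP against H1-ES. The fit within a library series was not run for TS-YP against H1-ES and for the difference between days, which span both series. Depth limits genes at 0, whose fold changes are lower bounds.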

Differences from the paper's values

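The paper's correlations between the Day 5 libraries were read from Fig. 6D. They were compared with Pearson's r of log2(CPM + 1) without TMM factors, within a tolerance of 0.005, the rounding of the figure's values. The alternatives named here were set before the data were examined. Between the 2 TS D5 libraries the paper's value is about 0.97 in Fig. 6D, read by eye, and the value here is 0.98; with log2(count + 1) it falls within the tolerance, and with CPM without log, no filter on low counts and Spearman's rho it does not. Between TS D5 replicate 1 and YP D5 replicate 1 the paper's value is about 0.80 in Fig. 6D, read by eye, and the value here is 0.815. Between TS D5 replicate 2 and YP D5 replicate 1 it is about 0.78 in Fig. 6D, read by eye, against 0.819 here, and between TS D5 replicate 2 and YP D5 replicate 2 about 0.81 in Fig. 6D, read by eye, against 0.827 here. For these 3 pairs none of the 4 alternatives (CPM without log, log2(count + 1), no filter, Spearman's rho) falls within the tolerance. The values for TS D5 replicate 1 with YP D5 replicate 2, 0.82, and between the YP D5 libraries, 0.992, match those of Fig. 6D.

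The paper states that the TS group, like TPD and YP, has low or absent expression of germ layer markers (Fig. S2D, in a figure titled for UH10 hiPSCs). In the RNA-seq of H1-derived cells on Day 10, PAX6 was at 21.2 ± 0.982 CPM in TS D10 and 3.69 ± 0.904 CPM in H1-ES (edgeR log2 fold change 2.52, standard error 0.28, adjusted p = 4.15e-07), and SOX1 at 3.24 ± 0.15 CPM and 0.936 ± 0.45 CPM. The other 4 markers were low in TS D10, with SOX17 and FOXA2 at 0, PECAM1 at 0.284 ± 0.056 CPM and MYB at 1.88 ± 0.0955 CPM, and in YP D10 all 6 were at 0.179 ± 0.00191 CPM or below. In TPD D10 PAX6 was at 4.04 ± 0.098 CPM, not past the threshold from H1-ES (edgeR log2 fold change 0.135, standard error 0.291, adjusted p = 0.698). The other markers in TPD D10 were at 0.348 ± 0.107 CPM, the level of MYB, or below.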

Other observations

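All values in these paragraphs come from comparisons and lists fixed in advance, and no explanation was tested. TPD D10 differed from TS D10 in 5256 genes, 3178 of them higher in TPD D10, or 49.4% of those called with upper-quartile scaling against 60.5%. Epithelial junction genes were higher in TPD D10 in 20 of 26 cases (camera adjusted p = 1.47e-10 and 0.0134 with an estimated correlation), extravillous trophoblast genes in 9 of 11 (camera adjusted p = 0.000328 and 0.0183 with an estimated correlation) and amnion genes in 15 of 15 (camera adjusted p = 2.06e-11 and 0.00314 with an estimated correlation), while cell cycle genes were lower in 22 of 25 (camera adjusted p = 1.78e-09 and 0.0157 with an estimated correlation). POSTN, a matrix protein, was at 363 ± 34.3 CPM in TPD D10, 8.19 ± 0.586 CPM in TS D10 and 1.16 ± 0.199 CPM in YP D10. CRYAB, a small heat shock protein, was at 483 ± 24.1 CPM in TPD D10 and 1.17 ± 0.308 CPM in YP D10 (log2 fold change -8.68, standard error 0.21, adjusted p = 2.42e-15), and NR2F1 kept 489 ± 20.9 CPM in TPD D10. YP D10 against TPD D10 had 14 of 17 STB genes higher (camera adjusted p = 4.13e-09 and 0.0232 with an estimated correlation) and 11 of 16 neural genes lower (camera adjusted p = 2.95e-05 and 0.0219 with an estimated correlation), and MX1, an interferon-induced gene, at 117 ± 3.61 CPM against 2.6 ± 1.29 CPM.

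WNT target genes were higher in TS D10 than in H1-ES in 9 of 13 cases and lower in 1 (camera adjusted p = 0.00013 and 0.0201 with an estimated correlation), and lower in YP D10 than in TS D10 in 9 of 13 and higher in 1 (camera adjusted p = 0.00213 and 0.0321 with an estimated correlation). SP5, a direct target, was at 41.2 ± 3.86 CPM in TS D10 and 0 in YP D10 (at least 230-fold lower). Naive pluripotency genes were higher in YP D10 than in TS D10 in 7 of 7 measured (camera adjusted p = 3.86e-06 and 0.0364 with an estimated correlation). The other 5 of the 12 listed had too few counts to test, with no group mean above 1.39 CPM. The 7 therefore do not show a naive state. Neural crest genes were lower in YP D10 than in TS D10 in 7 of 12 and higher in 4 (camera adjusted p = 0.185 and 0.428 with an estimated correlation), endoderm genes in 2 of 4 and 2 (camera adjusted p = 0.943 and 0.953 with an estimated correlation), and HLA class I presentation genes higher in 3 of 7 and lower in 1 (camera adjusted p = 0.231 and 0.351 with an estimated correlation). From YP D5 to TS-YP, S100A9, a calcium-binding protein of epithelia, rose from 1.88 ± 0.853 CPM to 413 ± 50.2 CPM (log2 fold change 7.79, standard error 0.24, adjusted p = 4.18e-13), and COL17A1, a hemidesmosome collagen, from 1.29 ± 0.771 CPM to 280.5 ± 11.5 CPM (log2 fold change 7.77, standard error 0.31, adjusted p = 6.47e-13). ERVV-2, an endogenous retroviral envelope gene, fell from 129.6 ± 5.34 CPM to 0.719 ± 0.429 CPM (log2 fold change -7.54, standard error 0.35, adjusted p = 1.3e-11). MYBL1, the gene formerly called A-MYB, was at 8.72 ± 0.499 CPM in YP D10 and 4.2 ± 0.671 CPM in H1-ES.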
